# Deficient GATA6–CXCR7 signaling leads to bicuspid aortic valve

**DOI:** 10.1242/dmm.050934

**Published:** 2024-09-10

**Authors:** Rebeca Piñeiro-Sabarís, Donal MacGrogan, José Luis de la Pompa

**Keywords:** Bicuspid aortic valve, Outflow tract, Endocardial cushion development, Cardiac neural crest, GATA6, ACKR3/CXCR7

## Abstract

The cardiac outflow tract (OFT) transiently links the ventricles to the aortic sac and forms the arterial valves. Abnormalities in these valves, such as bicuspid aortic valve (BAV), are common congenital anomalies. *GATA6-*inactivating variants cause cardiac OFT defects and BAV, but their mechanisms are unclear. We generated *Gata6^STOP/+^* mice using CRISPR-Cas9, which show highly penetrant BAV (70%) and membranous ventricular septal defects (43%). These mice exhibited decreased proliferation and increased ISL1-positive progenitor cells in the OFT, indicating abnormal cardiovascular differentiation. *Gata6* deletion with the *Mef2c^Cre^* driver line recapitulated *Gata6^STOP/+^* phenotypes, indicating a cell-autonomous role for *Gata6* in the second heart field. *Gata6^STOP/+^* mice showed reduced OFT length and caliber, associated with deficient cardiac neural crest cell contribution, which may cause valvulo-septal defects. RNA-sequencing analysis showed depletion in pathways related to cell proliferation and migration, highlighting *Cxcr7* (also known as *Ackr3*) as a candidate gene. Reduced mesenchymal cell migration and invasion were observed in *Gata6^STOP/+^* OFT tissue. CXCR7 agonists reduced mesenchymal cell migration and increased invasion in wild-type but not in *Gata6^STOP/+^* explants, indicating the GATA6-dependent role of CXCR7 in OFT development and its potential link to BAV.

## INTRODUCTION

Congenital heart defects are the commonest birth defects (Hoffman and Kaplan, 2002; van der Linde et al., 2011). Up to 30% of all congenital heart defects involve the outflow tract (OFT) (Srivastava and Olson, 2000; Thom et al., 2006), which briefly connects the embryonic ventricles to the aortic sac at the arterial pole of the developing heart (Rochais et al., 2009). OFT formation relies on the timely contribution of progenitor cell populations from within and outside the cardiac developmental field. Defective OFT development leads to the misalignment of the aorta and pulmonary trunks, and failure to separate systemic and pulmonary circulations (Conway et al., 2003). The endocardial cushions in the OFT are formed via the epithelial–mesenchymal transition of the endocardium and the invasion of extra-cardiac neural crest cells (cNCCs) (Snarr et al., 2008). The latter migrate into the caudal pharyngeal arches to septate the OFT and contribute to valve leaflet patterning, giving rise to the arterial (aortic and pulmonary) valves (Lin et al., 2012; Phillips et al., 2013; Snarr et al., 2008).

Bicuspid aortic valve (BAV) is the commonest congenital heart defect, affecting up to 0.5 to 2% of the population (Masri et al., 2017). BAV is characterized by the presence of two asymmetrical aortic valve leaflets instead of three symmetrical ones (Henderson et al., 2022). BAV disrupts normal aortic valve flow patterns, resulting in abnormal turbulence and increased tissue stress (Ladich et al., 2011). Patients with BAV often develop premature calcific aortic valve disease, leading to valve stenosis and aortic valve insufficiency that requires valve replacement (Della Corte et al., 2007; Prakash et al., 2014; Roth et al., 2020; Tastet et al., 2017; Yuan and Jing, 2010).

The genetic architecture of BAV is complex, with low-penetrance variants, variable clinical expressivity and locus heterogeneity (Giusti et al., 2017), suggesting the involvement of multiple gene–gene and gene–environment interactions. Genome-wide association studies have identified several chromosomal regions, such as 18q, which harbors the gene encoding the GATA6 transcription factor, among several genes associated with BAV (Martin et al., 2007). In mice, *Gata6* is expressed in the myocardium, endocardium, cardiac neural crest and vascular smooth muscle (Morrisey et al., 1996), suggesting diverse functions in heart morphogenesis that remain to be fully elucidated*.*

*GATA6* variants lead to a variety of cardiac phenotypes ranging from structural malformations to conduction defects (Lepore et al., 2006; Škorić-Milosavljević et al., 2019). *GATA6* variants have been associated with familial BAV (Xu et al., 2018), but have been mostly found in sporadic cases (Alonso-Montes et al., 2018; Ma et al., 2021). The phenotypes of mice lacking *Gata6* highlight essential roles in organismal development. *Gata6*-null mice are early [embryonic day (E) 5.5] embryonic lethal due to extra-embryonic defects (Morrisey et al., 1998), and haploinsufficiency results in 60% right and left leaflet fusion (RL)-type BAV (Gharibeh et al., 2018). GATA6 is required for smooth muscle cell (SMC) differentiation and plays a crucial role in the patterning of the aortic arch arteries (Lepore et al., 2006). However, the underlying cellular and molecular mechanisms leading to BAV are still poorly defined.

In this study, we sought to elucidate the cellular and molecular pathways that underlie the function of GATA6 in aortic valve formation. We identified cellular defects that contribute to aberrant aortic valve morphogenesis and show that GATA6 regulates molecular programs directing cell migratory and invasive processes required for endocardial cushion development. Specifically, we demonstrate that GATA6 is necessary for the pro-migratory and invasive functions of C-X-C chemokine receptor type 7 (CXCR7; also known as atypical chemokine receptor 3 or ACKR3), a key regulator of chemokine signaling.

## RESULTS

### *Gata6*-null heterozygous mice show BAV and severe aortic insufficiency

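*Gata6* lies on the plus strand of chromosome 18 of the mouse genome assembly GRCm38, from 11052064 to 11085635. The annotated transcript used here has 7 exons, the first of which starts at 11052470. Exon 2 runs from 11054036 to 11055189 and holds the start codon, at 11054073. The annotated coding sequence has 1767 nucleotides, or 589 codons. The CRISPR RNA (crRNA) given in Table S3 guides the Cas9 nuclease to a 20-nucleotide target, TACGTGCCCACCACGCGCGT. This sequence was matched to the genome on the plus strand of chromosome 18 from 11054634 to 11054653, within exon 2, where it is followed by the protospacer adjacent motif GGG that Cas9 requires. Counted from the first base of the annotated start codon, the target covers positions 562 to 581 of the coding sequence. Cas9 cleaves 3 bases before the motif, that is, after position 11054650. Among the annotated mouse transcripts, an exact match to the target was found in those of 1 gene, *Gata6*. The 100 bases of reference sequence from 11054594 to 11054693 read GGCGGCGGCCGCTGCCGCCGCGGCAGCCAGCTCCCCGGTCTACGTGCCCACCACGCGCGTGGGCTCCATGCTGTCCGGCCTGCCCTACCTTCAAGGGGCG. The paper numbers the edited bases on a cDNA (Fig. S1B). Those numbers do not match positions counted from the annotated start codon, and they were not converted here.

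**Figure D1:**
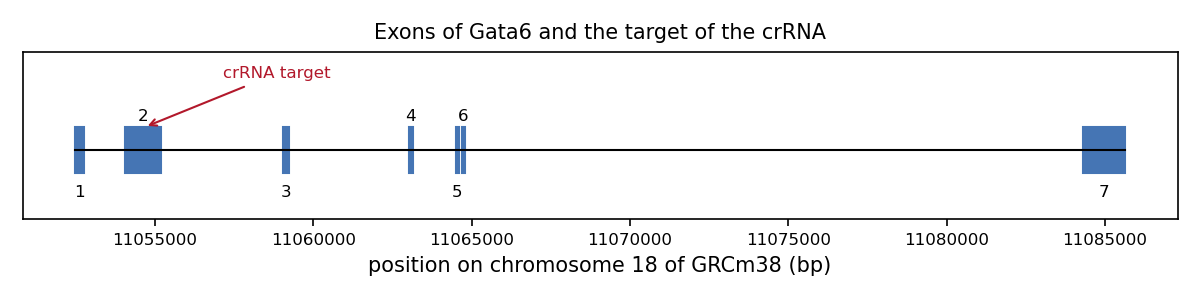
Map of the 7 exons of the *Gata6* transcript used here (blue boxes, drawn to scale) along chromosome 18 of GRCm38, with position in base pairs on the x-axis and the crRNA target marked. The target lies in exon 2, between 11054634 and 11054653.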

We targeted exon 2 of the *Gata6* gene, encoding the large GATA-N domain of the protein (Fig. S1A). Indels introduced by CRISPR-Cas9 editing led to a frameshift mutation giving rise to a premature termination codon at amino acid position 291 (V291X), designated henceforth as *Gata6^STOP/+^* (Fig. S1A,B)*.* Histological analysis of E16.5 *Gata6^STOP/+^* mice revealed a right-non-coronary (RN)-type BAV morphology, based on coronary ostia positions relative to the aortic valve leaflets (Fig. S1C), with nearly 70% (20 of 30) penetrance, and a peri-membranous ventricular septal defect (VSD) with 43% (13 of 30) penetrance (Fig. S1D).

To determine the effect of *Gata6* haploinsufficiency on cardiac function, we examined 30-week-old adult mice by spectral Doppler echocardiography of the ascending and descending aorta (Fig. 1A). Severe aortic regurgitation was observed in the ascending and especially the descending aorta in 80% (4 of 5) of *Gata6^STOP/+^* mice (Fig. 1A,B), indicating aortic insufficiency due to valve dysfunction. Moreover, ejection fraction and fractional shortening were also reduced in *Gata6^STOP/+^* mice (Fig. 1C), suggesting systolic dysfunction. Other parameters, i.e. left ventricular (LV) diastolic volume, LV systolic volume and LV mass, as well as flow velocity across the mitral valve and strain (percentage of aortic deformation), were comparable between the *Gata6^STOP/+^* mutant and control mice (Fig. S2). Movat's staining (Garvey et al., 1986) in 52-week-old mice aortic valve sections did not show any obvious differences in collagen deposition, elastin fibers or muscle mucin or fibrin composition (Fig. 1D).

**Fig. 1.**
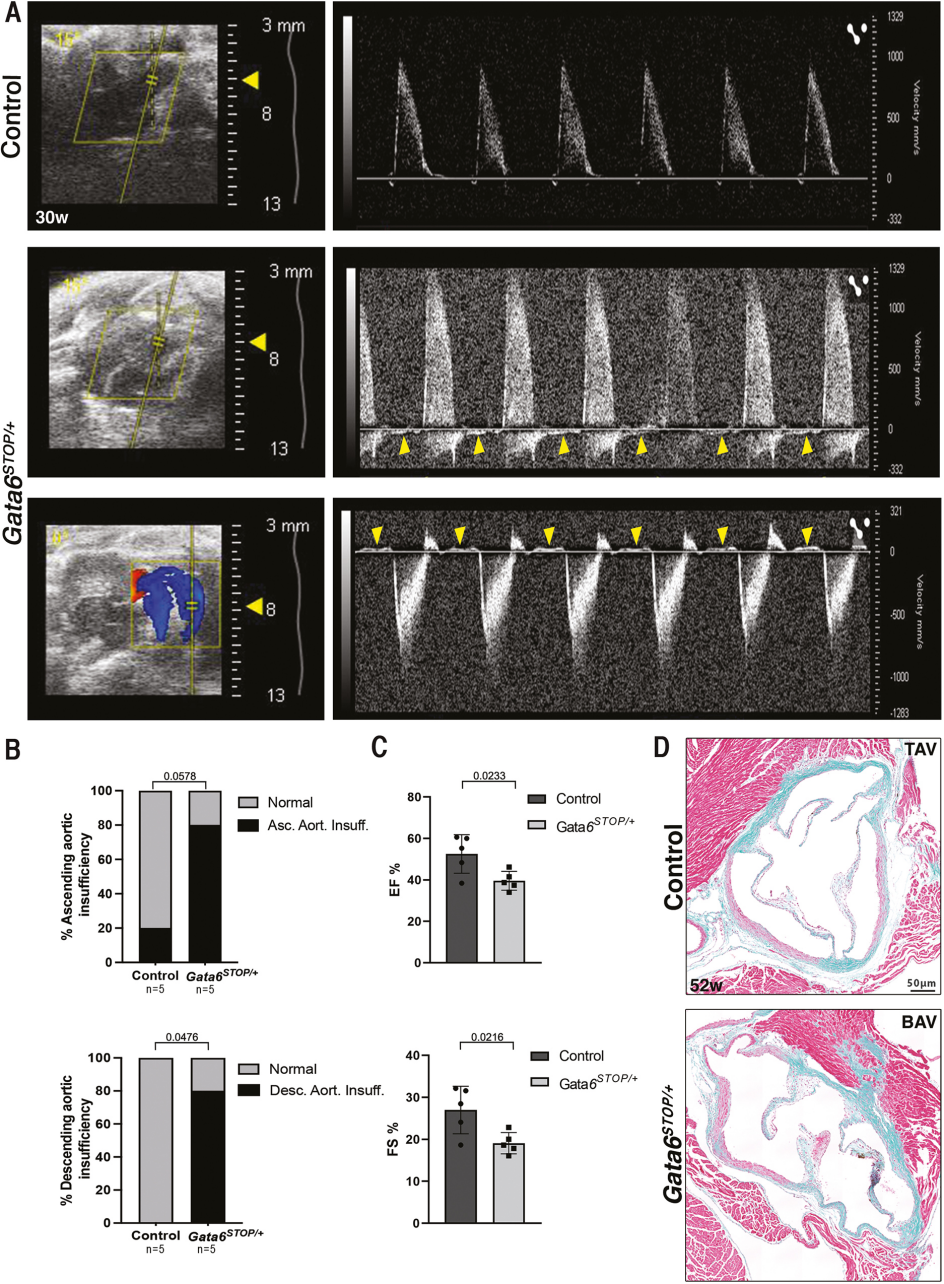
***Gata6^STOP/+^* mice have severe aortic insufficiency and systolic dysfunction.** (A) Echocardiographic images of 30±4 week control and *Gata6^STOP/+^* mice hearts. Yellow boxes represent the acoustic windows. Top: normal blood flow of ascending aorta. Middle and bottom: regurgitation in ascending and descending aorta in *Gata6^STOP/+^* mice, respectively. Blue and red coloring represent the pulsed wave Doppler capture. Yellow arrowheads indicate retrograde flow during diastole. *n*=5 mice. (B) Quantification of ascending and descending aortic insufficiency. *P*-values were obtained by Fisher's Exact test. (C) Quantification of the percentages of left ventricular ejection fraction (EF) and fractional shortening (FS). Data are represented as mean±s.d. *P*-values were obtained by unpaired two-tailed Student's *t*-test. *n*=5 mice. (D) Movat's pentachromic staining in 52-week-old control and *Gata6^STOP/+^* mice. *n*=5 mice. BAV, bicuspid aortic valve; TAV, tricuspid aortic valve. Scale bar: 50 μm.

### BAV associates with aberrant OFT development in *Gata6* haploinsufficient mice

We performed isolectin B4 (IsoB4) whole-mount immunostaining of the ventricular endocardium and blood vessel endothelial cells, followed by IMARIS three-dimensional (3D) modeling and volume rendering to determine OFT morphology at E11.5 (Fig. 2A, Movies 1 and 2). E11.5 *Gata6^STOP/+^* mice displayed a shorter OFT compared to that in littermate controls (Fig. 2B). Moreover, we measured tortuosity as a parameter of OFT curvature and found it to be unchanged (Fig. 2B). We also examined OFT caliber as it relates to the separation of the aortic and pulmonary valves by the aorticopulmonary septum (APS), which occurs between E11.5 and E12.5 (Fernández et al., 2009) (Fig. 2C). OFT dimensions in E12.5 *Gata6^STOP/+^* mice were 20% below normal and led to narrowing of the OFT caliber (Fig. 2D). The shortened distance between primitive pulmonary and aortic valves (Fig. 2D) reduced the APS and gave rise to a more circular OFT (Fig. 2D). The length of the major (ventral-dorsal) axis of the OFT was also significantly reduced (Fig. 2D).

**Fig. 2.**
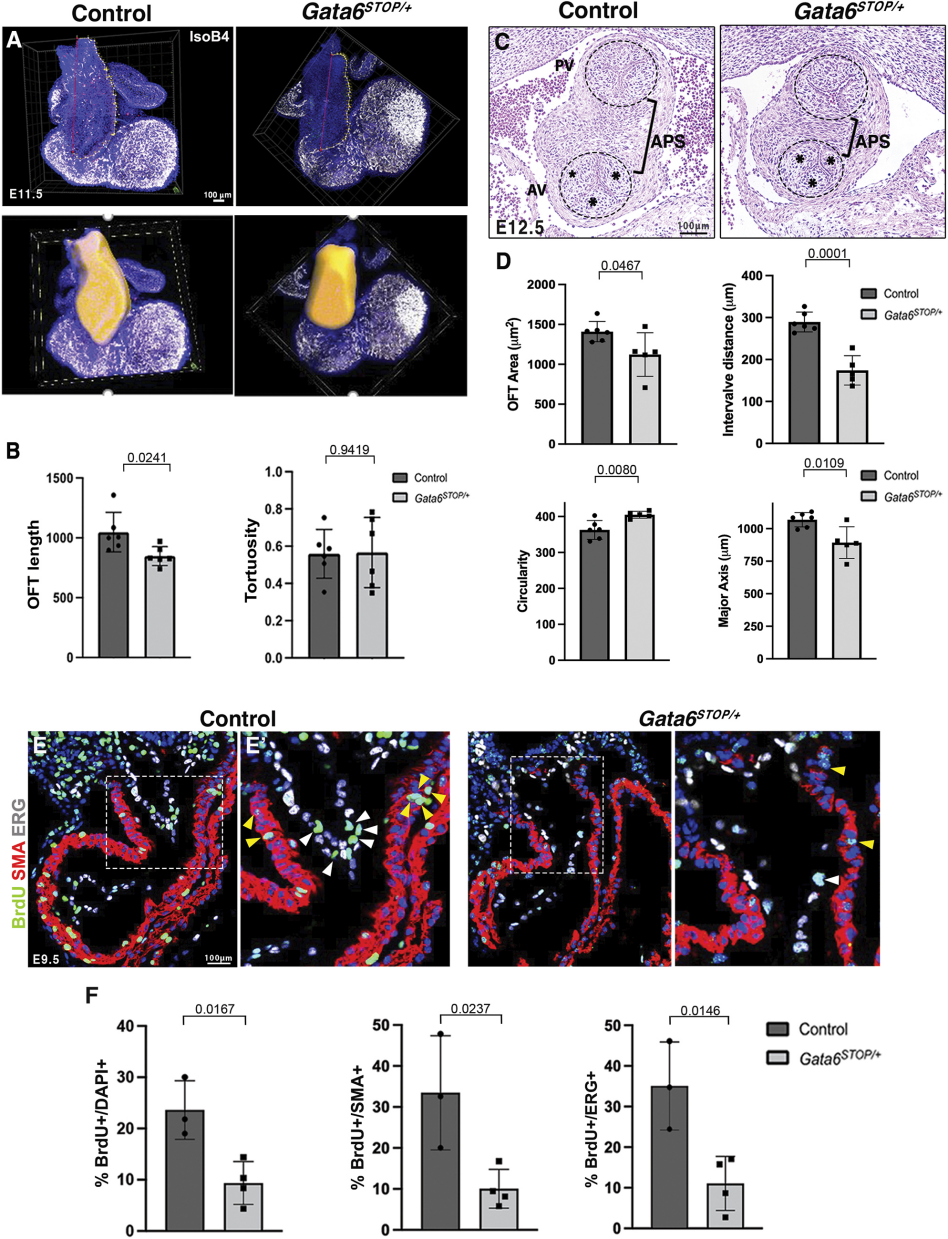
**Outflow tracts of *Gata6^STOP/+^* mice are shorter and narrower, which is associated with reduced proliferation.** (A) Whole-heart immunostaining images of E11.5 *Gata6^STOP/+^* and control mice. Top: the red line indicates outflow tract (OFT) linear length. The yellow line indicates length considering OFT tortuosity. Isolectin B4 (IsoB4, white) was used to label the endocardium with DAPI counterstaining (blue). Bottom: 3D OFT modeling with IMARIS software. The OFT region is rendered in yellow. Scale bar: 100 µm. (B) Quantification of OFT linear length and tortuosity measurements. Data are represented as mean±s.d. *P*-values were obtained by unpaired two-tailed Student's *t*-test. (C) Hematoxylin and Eosin staining of OFT frontal sections of E12.5 *Gata6^STOP/+^* and control mice. Asterisks indicate the position of the leaflets. Brackets indicate the aorticopulmonary septum (APS). Dashed circles delimit the aortic valve (AV) and pulmonary valve (PV). (D) Quantification of OFT area, inter-valve distance, circularity and major axis measured using Fiji Image software. Data are represented as means±s.d. *P*-values were obtained by unpaired two-tailed Student's *t*-test. *n*=6 control and 5 *Gata6^STOP/+^* embryos. (E) BrdU immunostaining of E9.5 *Gata6^STOP/+^* and control embryos. BrdU labels proliferating cells (green), α-SMA demarcates the myocardium (red), ERG demarcates endocardial cell nuclei (white), and nuclear counterstaining with DAPI is shown (blue). (E′) High magnification views of the boxed areas. Yellow arrowheads indicate BrdU^+^ myocardial cells, and white arrowheads indicate BrdU^+^ endocardial cells. (F) Quantification of the percentage of BrdU^+^ cells to DAPI^+^, SMA^+^ and ERG^+^ cells in the OFT. Data are represented as mean±s.d. *P*-values were obtained by unpaired two-tailed Student's *t*-test. *n*=3 control and 4 *Gata6^STOP/+^* embryos.

To further define the cellular mechanism causing OFT maldevelopment in *Gata6^STOP/+^* mice, we examined cell proliferation in E9.5 hearts, specifically in the S phase of the cell cycle by bromodeoxyuridine (BrdU) immunostaining (Fig. 2E,E′). Proliferation was reduced in *Gata6^STOP/+^* OFT (Fig. 2E,E′), in both the myocardium and endocardium (Fig. 2F). These findings indicate that the shortened and narrowed OFT in *Gata6^STOP/+^* mice can be ascribed to decreased myocardial and endocardial cell proliferation.

### Cell-autonomous requirement for GATA6 in the second heart field

We next sought to establish GATA6 requirement in cardiovascular development (Kisanuki et al., 2001). Endothelial-specific *Gata6* deletion using the *Tie2^Cre^* driver line resulted in overriding aorta with 45% (5 of 11) penetrance (Fig. S3A,B). *Gata6* deletion in the myocardium, endocardium (Stanley et al., 2002) and epicardium (Zhou et al., 2008) using the *Nkx2.5^Cre^* driver line caused fully penetrant VSD (Fig. S3C,D) and was lethal at birth (Table S1) (van Berlo et al., 2010). In addition, *Gata6^flox/flox^*; *Nkx2.5^Cre^* mutants showed extensive hypertrabeculation and a thinner compact ventricular wall, consistent with the key roles of GATA6 in the endocardium and myocardium during ventricular chamber development (van Berlo et al., 2010). None of these endocardial- or endothelial-specific models recapitulated the BAV phenotype (Fig. S3B,D).

To determine GATA6 requirement in early cardiac progenitors, we used the *Mef2c^Cre^* driver line, active in anterior or secondary heart field (SHF)-derived endothelial and myocardial progenitors that give rise to the OFT, right ventricle and ventricular septum (Verzi et al., 2005). *Gata6^flox/flox^*; *Mef2c^Cre^* mutants fully recapitulated the *Gata6^STOP/+^* BAV and VSD phenotypes (Fig. 3A), with 75% (9 of 12) and 58% (7 of 12) penetrance, respectively (Fig. 3B). These data suggest that GATA6 is required cell-autonomously in SHF-derived progenitors.

**Fig. 3.**
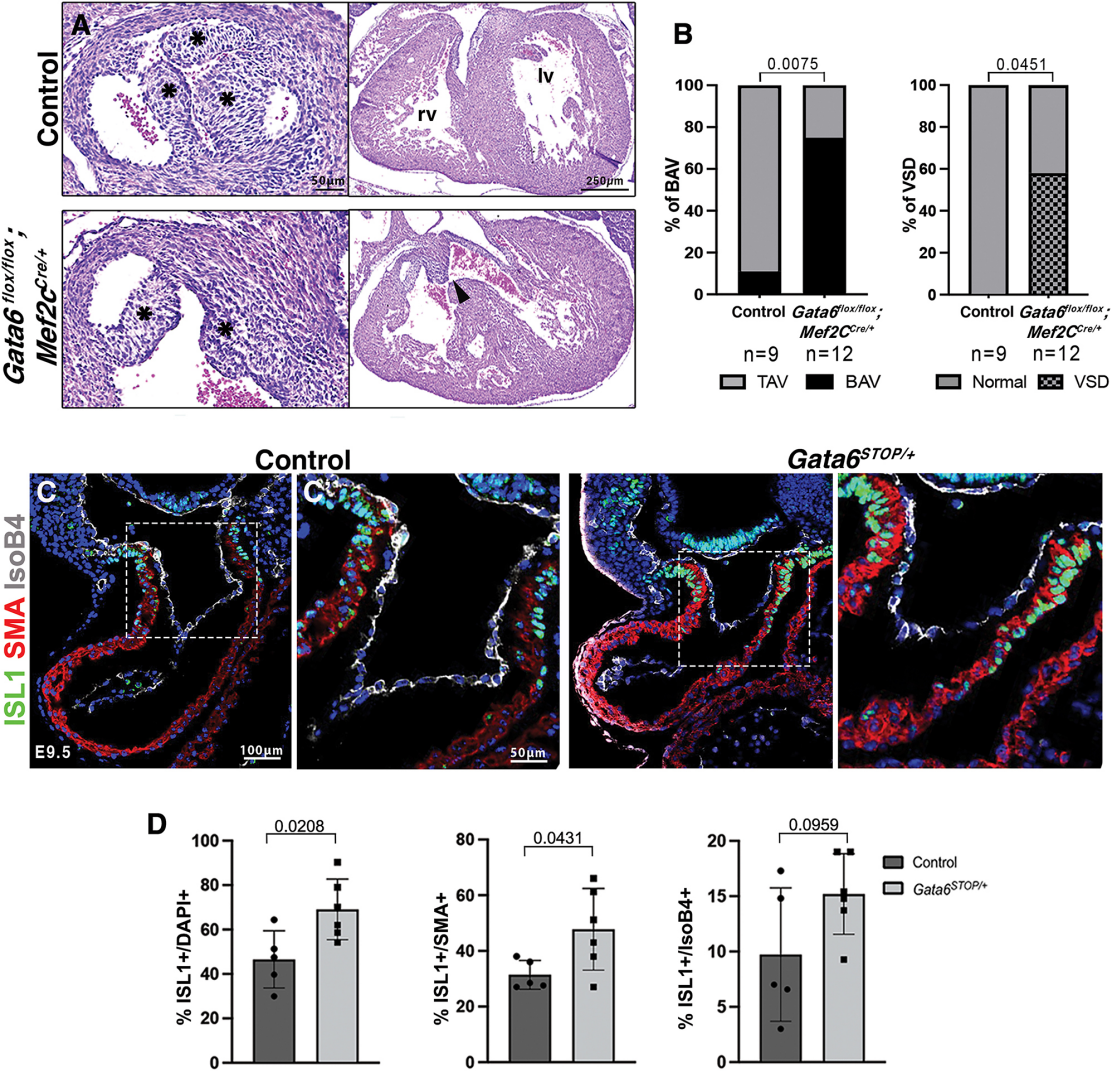
**Cell-autonomous *Gata6* requirement in the secondary heart field.** (A) Hematoxylin and Eosin staining of sections of the aortic valve (right) and ventricles (left) from E16.5 *Gata6^flox/flox^;Mef2c^Cre^* and control mice. Asterisks indicate the position of the leaflets. The black arrowhead indicates ventricular septal defect (VSD). lv, left ventricle; rv, right ventricle. (B) Quantification of the percentage of embryos with bicuspid aortic valve (BAV) and VSD. *P*-values were obtained by Fisher exact test. *n*=9 control and 12 *Gata6^flox/flox^;Mef2c^Cre^* embryos. TAV, tricuspid aortic valve. (C) Fluorescence immunostaining on E9.5 *Gata6^STOP/+^* and control OFT sections. ISL1 labeling marks secondary heart field progenitors (green), αSMA demarcates the myocardium (red), IsoB4 demarcates the endocardium (white), and nuclear counterstaining with DAPI is shown (blue). (C′) Higher magnification views of the boxed areas. (D) Quantification of the percentage of ISL1^+^ cells to total, SMA^+^ and IsoB4^+^ cells in the OFT. Data are represented as mean±s.d. *P*-values were obtained by unpaired two-tailed Student's *t*-test. *n*=5 control and 6 *Gata6^STOP/+^* embryos.

To gain insight, we examined the SHF marker islet-1 (ISL1) (Quaranta et al., 2018) in *Gata6^STOP/+^* mice. ISL1 marks progenitors for cardiomyocytes, SMCs and endothelial cell lineages, and is gradually switched off as progenitors incorporate into the arterial pole of the heart between E8.5 and E10.5 (Bu et al., 2009). ISL1-positive immunostaining was significantly increased in the distal OFT myocardium, and marginally in the endocardium of E9.5 *Gata6^STOP/+^* hearts (Fig. 3C,D), suggesting that SHF-progenitor differentiation is deficient, whereas no differences were detected in pharyngeal mesoderm (Fig. S3E). These data indicate that defective OFT development in *Gata6^STOP/+^* mice can be ascribed to impaired SHF-derived progenitor differentiation.

### Deficient cNCC contribution and SMC differentiation in *Gata6^STOP/+^* OFT

cNCCs constitute a major reservoir of mesenchyme progenitors that are required for patterning of the endocardial cushions in the OFT and aortic arch arteries (Erhardt et al., 2021; Jain et al., 2011). We examined the expression of *Sema3c* (Fig. 4A), a marker of post-migratory cells and transcriptionally regulated by GATA6 (Brown et al., 2001; Kodo et al., 2009; Lepore et al., 2006). *In situ* hybridization on E12.5 *Gata6^STOP/+^* OFT frontal sections revealed markedly reduced *Sema3c* staining, suggesting reduced cNCC presence (Fig. 4A). Moreover, GATA6 is required for neural crest cell-derived SMC differentiation (Lepore et al., 2006; Losa et al., 2017). Analysis of smooth muscle differentiation along distal, medial and proximal segments of E12.5 *Gata6^STOP/+^* mice OFT (Fig. 4B) revealed deficient smooth muscle actin (SMA, encoded by *Acta2*)-positive immunostaining in the APS, consistent with reduced cNCC presence and/or impaired SMC differentiation (Fig. 4C)*.*

**Fig. 4.**
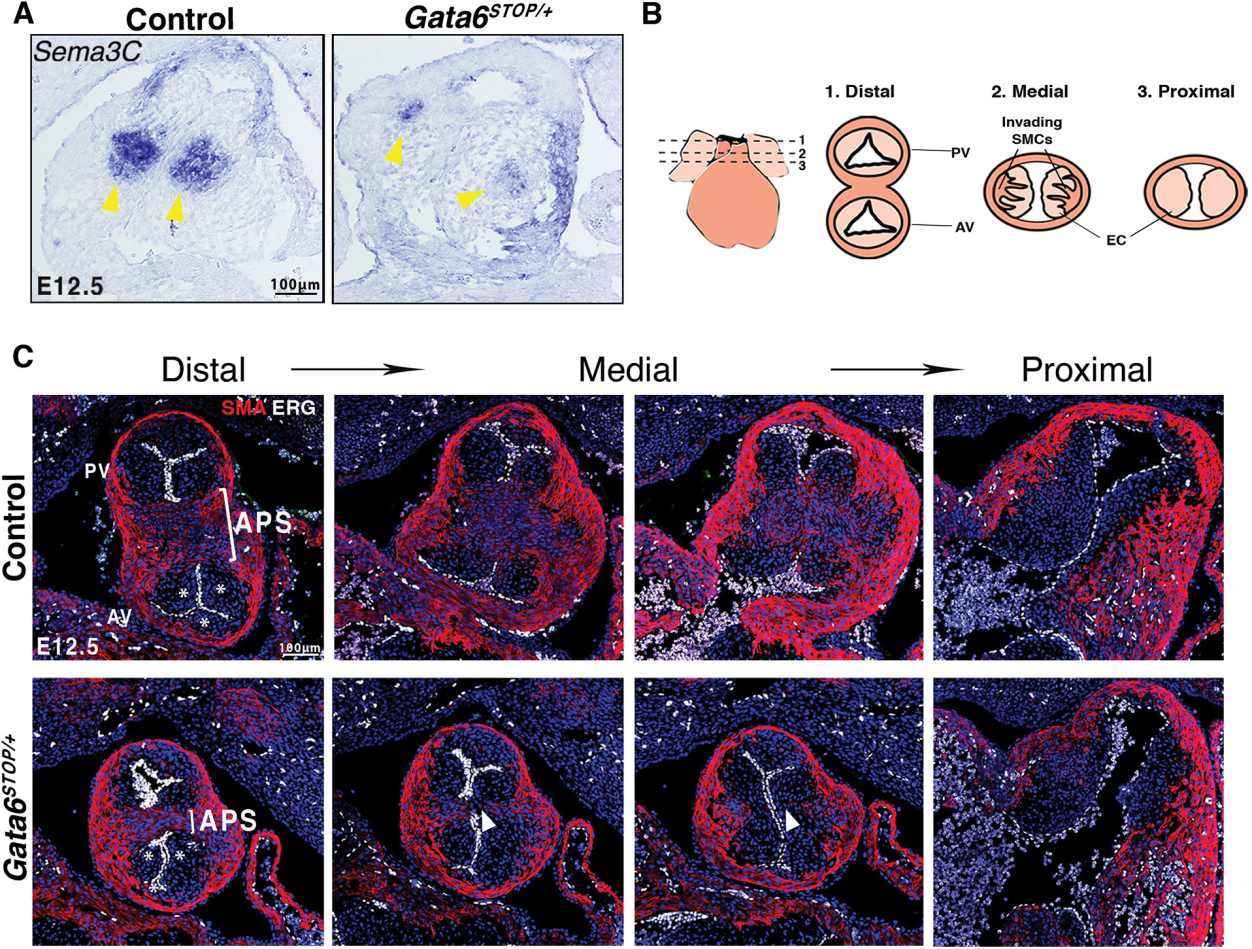
**Reduced contribution of cardiac neural crest cells to OFT septation in *Gata6^STOP/+^* mice**. (A) *In situ* hybridization of *Sema3c* in E12.5 control and *Gata6^STOP/+^* OFT sections. Yellow arrowheads indicate the absence of post-migratory cardiac neural crest cells in the mutant OFT. *n*=3 mice. (B) Schematic of distal to proximal OFT sectioning. AV, aortic valve; PV, pulmonary valve; SMC, smooth muscle cell, EC, endocardial cushion. (C) Fluorescence immunostaining for α-SMA (red) for myocardium and smooth muscle, and ERG (white) for endocardial cell nuclei, and nuclear counterstaining with DAPI (blue) in E12.5 *Gata6^STOP/+^* and control OFT sections. Asterisks indicate the position of the leaflets. White brackets indicate the aorticopulmonary septum (APS). White arrowheads indicate narrowed APS. *n*=3 mice.

### *Gata6* regulates a pro-migratory gene signature in OFT development

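RNA was sequenced from outflow tracts (OFTs), the part of the embryonic heart between the ventricles and the aortic sac, dissected at embryonic day 11.5. Each library was made from 1 pool of OFTs. There were 3 control pools (replicates 3, 4 and 5) and 4 *Gata6 STOP/+* pools (replicates 1, 3, 4 and 5), the latter from embryos with a premature stop codon in 1 copy of *Gata6*. The paper's methods give 3 pools of 4 pairs of OFTs per genotype, whereas the sample labels, Table S2 and Fig. 5D show 3 control and 4 *Gata6 STOP/+* pools, and all 7 were used. The libraries kept the strand of the RNA and were read from 1 end over 60 bases. The authors trimmed adapters, counted reads per gene with RSEM on GRCm38, kept genes with at least 1 CPM (reads scaled to a common library size) in at least 3 pools, and deposited CPM values scaled by the trimmed mean of M-values (TMM) for 14732 genes. In every pool, all of the deposited values were whole multiples of 1 step, so the number of reads behind each value was recovered. On the listed genes, the control pools had 20930875 (replicate 3), 29035529 (replicate 4) and 17783655 reads (replicate 5). The *Gata6 STOP/+* pools had 28319373 (replicate 1), 27519856 (replicate 3), 24736761 (replicate 4) and 34467710 reads (replicate 5). The median depth was therefore lower in the control pools, at 20930875 reads, than in the *Gata6 STOP/+* pools, at 27919614.5. The 10 most abundant genes took between 6.56% and 7.15% of the reads of a pool. Groups were compared with limma on log_2_(CPM+0.5), a scale that can understate the change of genes with few reads, and *P*-values were adjusted by the Benjamini–Hochberg method over all 14732 genes. With 3 pools against 4, the exact permutation test used here, which doubles the smaller tail, cannot give a two-sided *P*-value below 0.0571. Choices that could change the numbers include the test, the constant added before taking logarithms, the pools included and the replicate number as a block.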

For further insight, we performed RNA sequencing (RNA-seq) on E11.5 *Gata6^STOP/+^* and control OFTs (Fig. 5). EdgeR identified 113 differentially expressed genes, of which 53 were upregulated and 60 downregulated (Fig. 5A; Table S2). 

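With limma, 0 of the 14732 genes had an adjusted *P*-value under 0.05, and 1187 had an unadjusted *P*-value under 0.05. The smallest adjusted *P*-value was 0.097. The deposited values were also converted to reads and tested with edgeR. Its likelihood ratio test, which moved the count most among the fits of the same design, gave 105 genes, of which 52 were higher and 53 lower in *Gata6 STOP/+* OFTs. Its quasi-likelihood test on the same reads gave 0 genes, with 1177 at an unadjusted *P*-value under 0.05. When 1 pool was left out of the limma comparison, the count was 13 without control replicate 4, 2 without *Gata6 STOP/+* replicate 3, 1 without *Gata6 STOP/+* replicate 1 and 0 without any of the other pools. Every *Gata6 STOP/+* pool lay above or below every control pool for 1248 genes, or 8.47% of those tested, where chance gives 5.71%. Of 32 genes fixed for individual reporting, mainly those named in the text and in Fig. 5, 0 had an adjusted *P*-value under 0.05 over all genes and 26 when adjusted over the list alone. Since most of these genes were chosen on the same pools, the latter count is not independent evidence.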

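The gene *Gata6* (ENSMUSG00000005836) was at 286±28.9 CPM (s.d., *n*=3) in control pools and at 227±28.7 CPM (s.d., *n*=4) in *Gata6 STOP/+* pools, or 79.2% of the control mean. The log_2_ fold change was −0.34 with a standard error of 0.099 (limma, unadjusted *P*-value=0.0058 by its model across all genes rather than an exact test, adjusted *P*-value=0.389). The groups overlapped, since *Gata6 STOP/+* replicate 1, at 268 CPM, exceeded control replicate 4, at 257 CPM. Every other *Gata6 STOP/+* pool was below every control pool. An exact two-sided permutation test of the difference in means gave *P*=0.114. With 1 pool left out at a time, the log_2_ fold change ranged from −0.42 to −0.27 and the limma adjusted *P*-value from 0.167 to 0.735. The adjusted *P*-value was under 0.05 in 1 alternative, edgeR's likelihood ratio test with the replicate number as a block, at 0.0164.

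**Figure D2:**
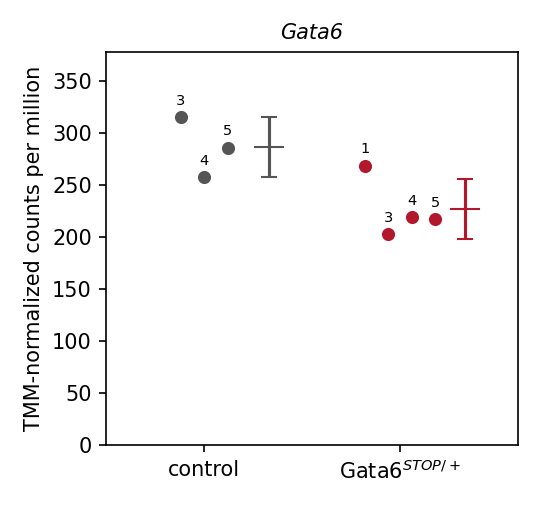
Deposited *Gata6* values in CPM (y-axis, from 0) for the 3 control and 4 *Gata6 STOP/+* pools, each point labelled with its replicate number, with the mean and s.d. of each group beside the points. The *Gata6 STOP/+* pools lie between 203 and 268 CPM and the control pools between 257 and 315 CPM.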

As expected, *Gata6* expression was decreased by RNA-seq [log_2_(fold change or FC)=−0.42331; adjusted *P*-value=0.022647]. Quantitative real-time PCR confirmed that *Gata6* was expressed at 60% of the wild-type level (Fig. S3F). Ingenuity Pathway Analysis uncovered only a few enriched categories, i.e. ‘congenital anomaly of cardiovascular system’ (*Hand1*, *Foxf1*) and ‘differentiation of bone cells’ (*Postn*) (Fig. 5B,D). 

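*Hand1* (ENSMUSG00000037335, chromosome 11, 57828705 to 57832818) rose from 63.2±9.41 CPM (s.d., *n*=3 control pools) to 83.7±6.34 CPM (s.d., *n*=4 *Gata6 STOP/+* pools). Its log_2_ fold change was 0.41 (standard error 0.096, limma adjusted *P*-value=0.246). *Foxf1* (ENSMUSG00000042812, chromosome 8, 121084386 to 121088144) was a gene with few reads, at 0.692±0.0834 CPM in control and 2.23±0.858 CPM in *Gata6 STOP/+* pools, a log_2_ fold change of 1.14 (standard error 0.256, limma adjusted *P*-value=0.243). For both genes, every *Gata6 STOP/+* pool was above every control pool. *Postn* (ENSMUSG00000027750, chromosome 3, 54361109 to 54391037) fell from 759±103 CPM to 554±114 CPM, a log_2_ fold change of −0.47 (standard error 0.149, limma adjusted *P*-value=0.433). Its groups overlapped, because *Gata6 STOP/+* replicate 1 was at 702 CPM and control replicate 4 at 640 CPM.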

To expand the gene categories, we performed gene set enrichment analysis (GSEA) against ‘Hallmark’ sets (Liberzon et al., 2015) (Fig. 5C). Enriched pathways were ‘G2M checkpoint’ and ‘KRAS signaling UP’, potentially highlighting a proliferative defect.

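The Hallmark sets were not used here. In their place, gene lists written by hand for the themes of the paper and for cell types of the region were tested with camera, limma's competitive gene set test, with an inter-gene correlation preset at 0.01. The 58 genes of a G2/M and mitosis list had a median log_2_ fold change of 0.03, with 35 genes higher in *Gata6 STOP/+* pools (camera adjusted *P*-value=0.329 over 18 lists). The value depended on single pools. It was −0.013 without control replicate 3, 0.018 without *Gata6 STOP/+* replicate 1, 0.012 without *Gata6 STOP/+* replicate 3 and 0.0002 without *Gata6 STOP/+* replicate 5, whereas it was 0.058 without *Gata6 STOP/+* replicate 4 (camera adjusted *P*-value=0.0011) and 0.053 without control replicate 5 (camera adjusted *P*-value=0.017). Over the fits that each left out 1 pool, the adjusted *P*-value ranged from 0.0011 to 0.94. A Reactome set of the nearest name, with 98 listed genes, had a median near 0, at −0.0018, with 47 genes higher (camera adjusted *P*-value=0.88).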

**Fig. 5.**
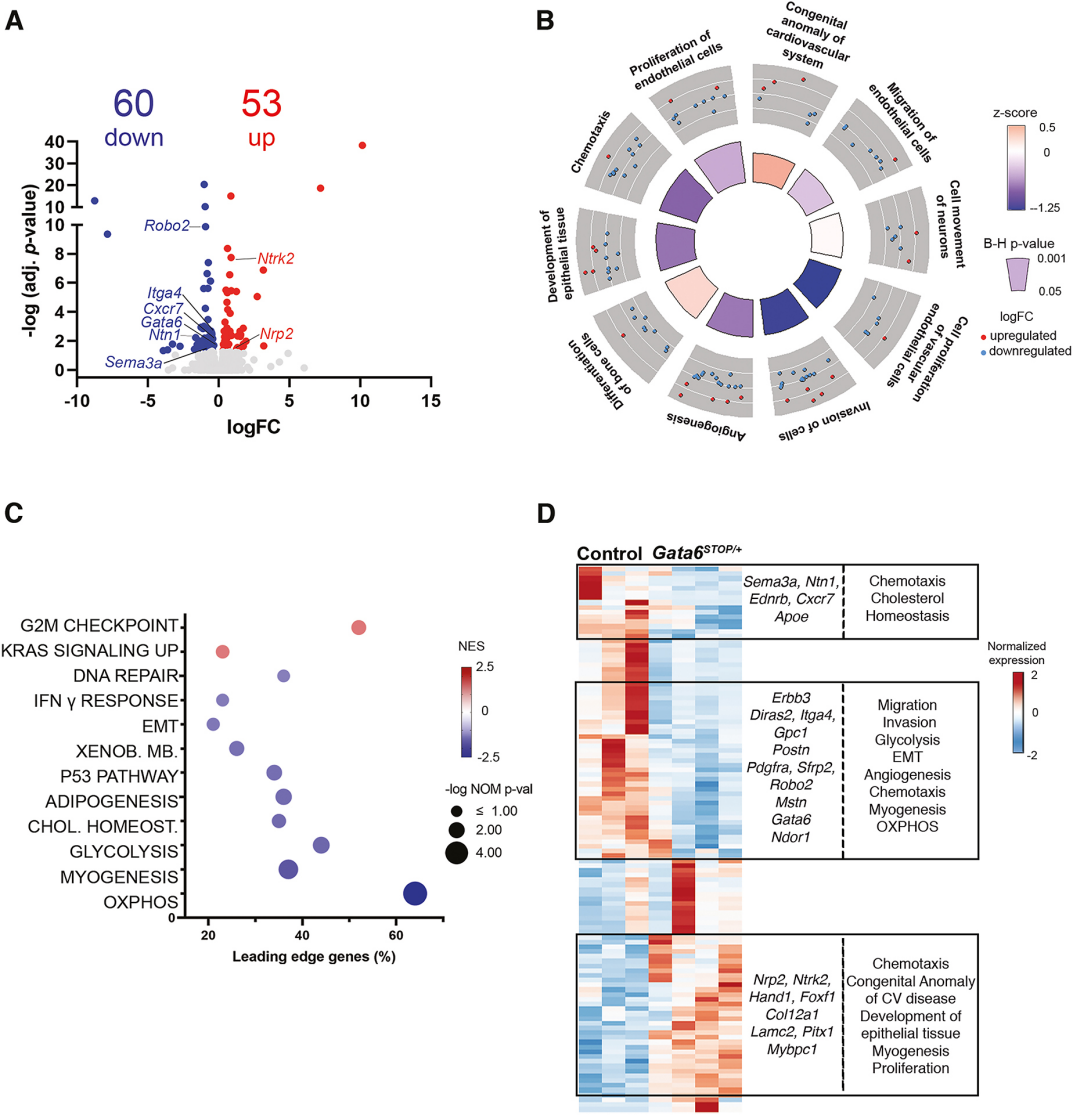
**Depleted cellular motility processes in E11.5 *Gata6^STOP/+^* OFT.** (A) Volcano plot of the genes detected in the RNA-seq analysis. Relevant differentially regulated genes are indicated. Significantly downregulated and upregulated genes (adjusted *P-*value <0.05) are labelled in blue and red, respectively. Non-differentially expressed genes are labelled in grey. FC, fold change. (B) The circle plot highlights ten Ingenuity Pathway Analysis disease and function terms enriched in *Gata6^STOP/+^* mice. Red and blue dots indicate upregulated and downregulated genes in the pathway, respectively. The heights of the inner circle sections are associated with Benjamini–Hochberg (B-H) *P*-values <0.05 (taller, more significant), and enrichment z-scores values are color coded from positive (orange) to negative (blue). (C) The bubble plot shows 12 enriched Hallmark gene sets by gene set enrichment analysis (*y*-axis). The negative logarithm of the nominal (NOM) *P-*value <0.1 is represented by the size of the bubble (bigger, more significant). Normalized enrichment scores (NES) are color coded from positive (red) to negative (blue). The percentage of leading edge genes is represented in the *x*-axis. OXPHOS, oxidative phosphorylation; XENOB. MB., xenobiotic metabolism. (D) Heatmap representation of the differentially expressed genes for each of the samples analyzed (adjusted *P-*value <0.05) of E11.5 *Gata6^STOP/+^* OFT versus controls. The expression intensity is plotted on a scale from red (upregulated) to blue (downregulated). CV, cardiovascular; EMT, epithelial-mesenchymal transition.

In contrast, *Gata6^STOP/+^* OFT gene expression was depleted for functional categories such as ‘cell movement of neurons’ (*Cxcr7*, *Erbb3*), ‘chemotaxis’ (*Sema3a*, *Robo2*, *Ntn1*, *Nrp2*, *Ntrk2*), ‘invasion of cells’ (*Diras2*, *Itga4*) and ‘proliferation of endothelial cells’ (*Anxa8*) (Fig. 5B,D). 

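Among these genes, *Robo2* (ENSMUSG00000052516) had the smallest adjusted *P*-value. It was at 120±22 CPM (s.d., *n*=3) in control pools and at 65.7±9.00 CPM (s.d., *n*=4) in *Gata6 STOP/+* pools, and its log_2_ fold change of −0.86 (standard error 0.125) had a limma adjusted *P*-value of 0.097, or 0.046 without control replicate 4, the only pool whose removal brought it under 0.05. *Diras2* (ENSMUSG00000047842), with a log_2_ fold change of −0.63 (standard error 0.146), and *Itga4* (ENSMUSG00000027009), with −0.43 (standard error 0.095), were also lower in every *Gata6 STOP/+* pool than in every control pool. *Ntn1* (ENSMUSG00000020902) had a log_2_ fold change of −1.33 (standard error 0.372), which rested in part on control replicate 4, at 31.5 CPM against 8.68 and 10.8 CPM in the other control pools, and was −0.78 without it. For *Erbb3* (ENSMUSG00000018166) and *Sema3a* (ENSMUSG00000028883), the groups overlapped. The log_2_ fold change of *Erbb3* was −0.39 (standard error 0.119) and moved to −0.23 without control replicate 3, and that of *Sema3a* was −0.41 (standard error 0.130) and moved to −0.24 without control replicate 4. The direction was opposite for 3 genes, for which every *Gata6 STOP/+* pool was above every control pool. *Nrp2* (ENSMUSG00000025969) rose from 74.4±7.02 to 97.6±8.71 CPM (log_2_ fold change 0.39, standard error 0.083). *Ntrk2* (ENSMUSG00000055254) rose from 13.7±2.34 to 30.2±10.7 CPM (log_2_ fold change 1.06, standard error 0.224). *Anxa8* (ENSMUSG00000021950), a gene with few reads, rose from 0.987±0.109 to 2.25±0.292 CPM (log_2_ fold change 0.88, standard error 0.175). Apart from *Robo2*, the limma adjusted *P*-values of these genes were between 0.186 (*Anxa8*) and 0.433 (*Sema3a*).

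**Figure D3:**
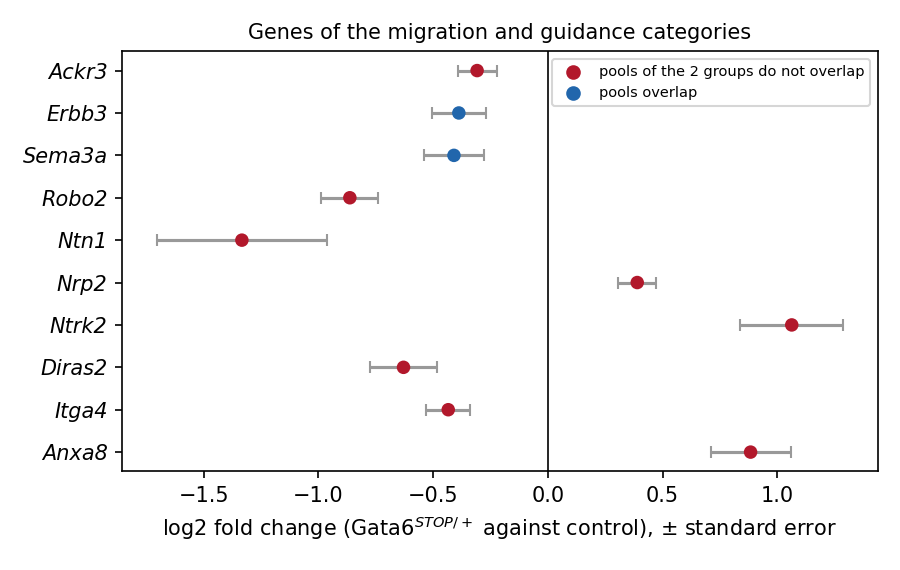
log_2_ fold changes (*Gata6 STOP/+* against control, x-axis) of the 10 genes named for cell movement, chemotaxis, invasion and endothelial proliferation, with *Cxcr7* under its symbol *Ackr3*. Points are limma estimates with their standard errors as bars, red where the pools of the groups do not overlap and blue where they do. *Nrp2*, *Ntrk2* and *Anxa8* lie above 0 and the other 7 genes below.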

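*Pdgfra* (ENSMUSG00000029231, chromosome 5, 75152292 to 75198215) encodes a receptor for platelet-derived growth factor and was at 272±42.4 CPM (s.d., *n*=3) in control pools and at 193±34.8 CPM (s.d., *n*=4) in *Gata6 STOP/+* pools. Its log_2_ fold change was −0.50 (standard error 0.139, limma adjusted *P*-value=0.354). *Sfrp2* (ENSMUSG00000027996, chromosome 3, 83766321 to 83774316), which encodes a secreted modulator of WNT signaling, fell from 112±20.0 to 64.2±20.2 CPM, a log_2_ fold change of −0.84 (standard error 0.207, limma adjusted *P*-value=0.276). Both genes were lower in every *Gata6 STOP/+* pool than in every control pool. The collagen gene *Col12a1* (ENSMUSG00000032332, chromosome 9, 79598991 to 79718831) went the other way, with every *Gata6 STOP/+* pool above every control pool. *Col12a1* rose from 142±5.35 to 217±50.6 CPM, a log_2_ fold change of 0.58 (standard error 0.156, limma adjusted *P*-value=0.347). Without *Gata6 STOP/+* replicate 3, the pool nearest the controls at 149 CPM, the limma adjusted *P*-value of *Col12a1* was 0.019.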

Related categories such as ‘angiogenesis’ (*Pdgfra*, *Sfrp2*) and ‘development of epithelial tissue’ (*Col12a1*, *Lamc2*) were also depleted (Fig. 5B,D). Consistent with this, GSEA revealed depleted gene sets such as ‘epithelial-mesenchymal transition’ (Fig. 5C) (von Gise and Pu, 2012) and those related to cellular stress pathways such as ‘DNA repair’ and ‘P53 pathway’, which is potentially linked to ‘oxidative phosphorylation’ (*Ndor1*), ‘glycolysis’ (*Gpc1*) and lipid metabolism dysfunction [i.e. ‘cholesterol homeostasis’ (*Apoe*) and ‘adipogenesis’] (Fig. 5C,D). Moreover, depleted ‘myogenesis’ (*Mstn*, *Mybpc1*) is consistent with GATA6 requirement for myocardial differentiation (Sharma et al., 2020).

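By camera, 9 of the 18 hand-written lists had an adjusted *P*-value under 0.05. None of these 9 calls held under fry, limma's self-contained test (0 lists, with 4 at an unadjusted *P*-value under 0.05), or when camera estimated the correlation within each list (0 lists, with 3 unadjusted). The oxidative phosphorylation list had the smallest camera adjusted *P*-value, 7.6e-15, with a median log_2_ fold change of −0.13 and 75 of 76 genes lower in *Gata6 STOP/+* pools. It was 0.435 under fry and 0.457 with the estimated correlation. The median moved to −0.063 without *Gata6 STOP/+* replicate 1, the pool with the lowest mean of this list. The cytosolic ribosomal protein genes, which are also short and abundant, had a median of −0.09, with 2 of 76 higher. For extracellular matrix and mesenchymal transition genes (58 genes), the median of −0.03 (camera adjusted *P*-value=0.180) ranged from −0.07 without *Gata6 STOP/+* replicate 1 (adjusted *P*-value=0.0028) to 0.04 without *Gata6 STOP/+* replicate 3. It was −0.010 without *Gata6 STOP/+* replicate 4, −0.0016 without control replicate 3 and −0.0067 without control replicate 5, and the adjusted *P*-value was 0.037 without *Gata6 STOP/+* replicate 5. DNA repair (57 genes) had a median of −0.02 (adjusted *P*-value=0.981), which changed sign without *Gata6 STOP/+* replicate 3 (0.0014) or 4 (0.0063) and was −0.0097 without *Gata6 STOP/+* replicate 1, −0.0079 without control replicate 4 and −0.0015 without control replicate 5. The p53 targets (28 genes) had a median of −0.01 (adjusted *P*-value=0.959), which was 0.03 without control replicate 3, −0.0345 without control replicate 4 and −0.0011 without *Gata6 STOP/+* replicate 3. Glycolysis (25 genes) had a median of −0.08 (adjusted *P*-value=0.098), which was −0.0057 without *Gata6 STOP/+* replicate 1, −0.00024 without control replicate 3 and −0.13 without control replicate 4 (adjusted *P*-value=0.0043). Its adjusted *P*-value was also under 0.05 without *Gata6 STOP/+* replicate 3 (0.0028) or 5 (0.048). Cholesterol synthesis (24 genes) had a median of −0.05 (adjusted *P*-value=0.098), which was −0.02 without control replicate 4, −0.03 without control replicate 3 and −0.06 without control replicate 5 (adjusted *P*-value=0.0019). An adipogenesis set was not analysed here.

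*Gpc1* (ENSMUSG00000034220) fell from 189±38.2 CPM (s.d., *n*=3) to 121±13.1 CPM (s.d., *n*=4), and *Apoe* (ENSMUSG00000002985) from 184±16.4 to 130±15.6 CPM. Every *Gata6 STOP/+* pool was below every control pool for both, with log_2_ fold changes of −0.63 (standard error 0.124) and −0.51 (standard error 0.096) and a limma adjusted *P*-value of 0.186 for each. The symbol *Ndor1* stands for a pair of entries in the deposited values. ENSMUSG00000006471 was at 24.2±1.79 CPM in control and 24.3±3.26 CPM in *Gata6 STOP/+* pools, with a log_2_ fold change of −0.0016 (limma adjusted *P*-value=0.998). ENSMUSG00000115018 overlaps it on the same strand of chromosome 2, from 25244819 to 25246863, so that reads of the shared stretch can be assigned to either entry. It was at 2.83, 0.966 and 2.52 CPM in control replicates 3, 4 and 5 and at 3.47, 2.35, 0 and 0 CPM in *Gata6 STOP/+* replicates 1, 3, 4 and 5. Its log_2_ fold change was −0.92 (standard error 0.701, limma adjusted *P*-value=0.788), −1.46 without *Gata6 STOP/+* replicate 1 and −0.46 without *Gata6 STOP/+* replicate 4 or 5.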

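*Mstn* (ENSMUSG00000026100, chromosome 1, 53061640 to 53068079), which encodes myostatin, was at 12.2±1.45 CPM (s.d., *n*=3) in control pools and at 7.57±2.52 CPM (s.d., *n*=4) in *Gata6 STOP/+* pools. Its log_2_ fold change was −0.69 (standard error 0.199, limma adjusted *P*-value=0.382). *Gata6 STOP/+* replicate 1, at 11.2 CPM, was above control replicate 4, at 10.8 CPM, so the groups overlapped. *Mybpc1* (ENSMUSG00000020061, chromosome 10, 88518279 to 88605152), which encodes a myosin-binding protein, rose from 61.4±11.7 to 93.3±8.01 CPM, and every *Gata6 STOP/+* pool was above every control pool. Its log_2_ fold change was 0.61 (standard error 0.115, limma adjusted *P*-value=0.186). The 38 genes of a sarcomere and contraction list had a median log_2_ fold change of −0.08, with 25 lower in *Gata6 STOP/+* pools (camera adjusted *P*-value=0.064). This median changed sign, to 0.027, without *Gata6 STOP/+* replicate 1, and was −0.036 without control replicate 3. *Gata6 STOP/+* replicate 1 stood apart, since its mean log_2_ value over the list was 8.00, where the other 6 pools were at 8.35 to 8.54. It reached −0.13 without control replicate 5 (camera adjusted *P*-value=0.010), and the camera adjusted *P*-value was also under 0.05 without *Gata6 STOP/+* replicate 3 (5.6e-05), 4 (0.016) or 5 (0.037).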

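Over the 32 genes reported individually, every *Gata6 STOP/+* pool was below every control pool for 10, every *Gata6 STOP/+* pool was above every control pool for 10, and the groups overlapped for 12. The paper reasons from the categories that Ingenuity Pathway Analysis gave for the genes it called, and from the gene sets that GSEA found enriched or depleted over all expressed genes (Fig. 5B,C), to the cellular processes that depend on GATA6.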

Altogether, the bioinformatic analysis indicates that GATA6 regulates a set of processes associated with cellular proliferation and especially migration, potentially involved in development and patterning of the OFT.

### CXCR7 mediates GATA6-dependent migration and invasion

Endocardial cushion explant assays can recapitulate morphogenetic processes occurring *in vivo*, including the epithelial-mesenchymal transition and proliferation (Runyan and Markwald, 1983; Timmerman et al., 2004). Therefore, to corroborate the potential link between OFT underdevelopment and defective cell migration in *Gata6^STOP/+^* mutants, we performed explant assays (Fig. S4A). SMA^+^ mesenchymal cells migrating out from OFT explants are derived from both the endocardial-mesenchymal transition and neural crest cells that have colonized the endocardial cushions (MacGrogan et al., 2016; Ridge et al., 2021). Consistent with the assessment in the RNA-seq analysis, mesenchymal migratory and invasive behaviors in E11.5 *Gata6^STOP/+^* explants were below normal, whereas proliferation was unchanged (Fig. S4B,C).

We then focused on *Cxcr7* as a potential mediator of *Gata6* function in the OFT. *Cxcr7* gene expression was found to be decreased in *Gata6^STOP/+^* OFT (FC=−1.27, adjusted *P*-value=0.0196) (Fig. 5A; Table S2) and, importantly, *Cxcr7* mutant mice recapitulate valvulo-septal phenotypes found in the *Gata6^STOP/+^* mutants (Sierro et al., 2007). 

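*Cxcr7* is listed in the deposited values under its current symbol, *Ackr3* (ENSMUSG00000044337), and lies on the plus strand of chromosome 1 of GRCm38 from 90203980 to 90216751. It was at 67.4±5.40 CPM (s.d., *n*=3) in control pools and at 54.4±5.19 CPM (s.d., *n*=4) in *Gata6 STOP/+* pools. The log_2_ fold change was −0.31 with a standard error of 0.085, and the limma adjusted *P*-value was 0.351. All 4 *Gata6 STOP/+* pools, at 49.4 to 59.5 CPM, were below all 3 control pools, at 63.2 to 73.5 CPM. The exact two-sided permutation test of the means gave *P*=0.0571, the smallest that this form of the test allows with 3 pools against 4. With each pool left out in turn, the log_2_ fold change stayed between −0.35 and −0.24 and the limma adjusted *P*-value between 0.33 and 0.679. Among the alternatives run, only edgeR's likelihood ratio test with the replicate number as a block gave an adjusted *P*-value under 0.05, at 0.0190. *Cxcr4* (ENSMUSG00000045382, chromosome 1, 128588199 to 128592293) went in the opposite direction, from 15.5±1.90 to 19.7±1.23 CPM, with every *Gata6 STOP/+* pool above every control pool (log_2_ fold change 0.35, standard error 0.099, limma adjusted *P*-value=0.366). The ligand gene *Cxcl12* (ENSMUSG00000061353, chromosome 6, 117168535 to 117181367) showed no difference beyond the spread of the pools, with 716±36.1 CPM in control and 739±148 CPM in *Gata6 STOP/+* pools. Its log_2_ fold change was 0.02 (standard error 0.134, limma adjusted *P*-value=0.979) and ranged from −0.08 without *Gata6 STOP/+* replicate 1 to 0.14 without *Gata6 STOP/+* replicate 3.

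**Figure D4:**
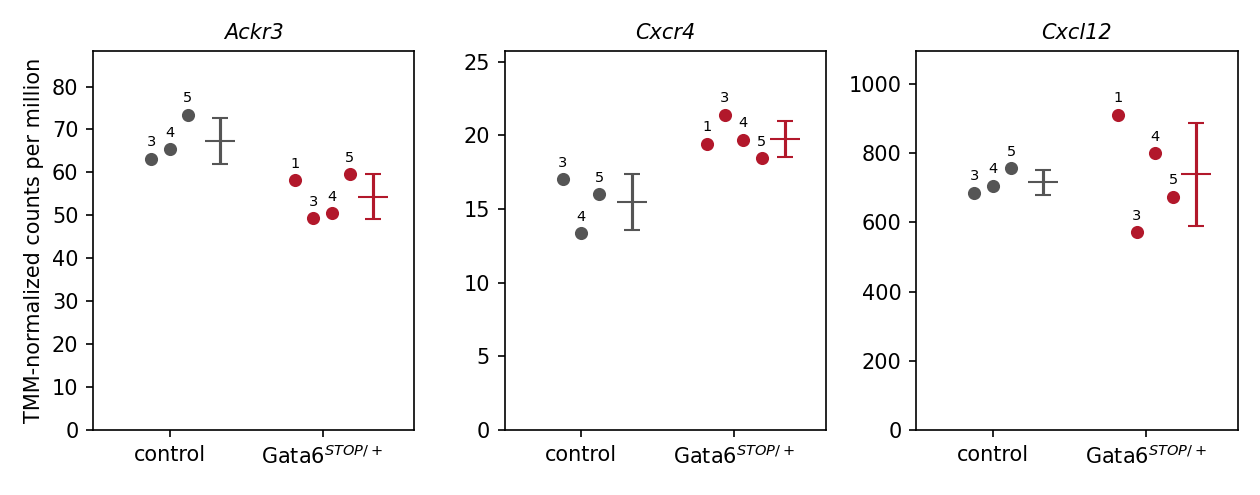
Deposited values in CPM (y-axes, from 0) of *Ackr3* (*Cxcr7*), *Cxcr4* and *Cxcl12* in the 3 control and 4 *Gata6 STOP/+* pools, each point labelled with its replicate number, with the mean and s.d. of each group beside the points. The groups are apart for *Ackr3* and *Cxcr4* and overlap for *Cxcl12*.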

CXCR7, together with the chemokine receptor CXCR4 and its ligand CXCL12 (also known as SDF1), regulates cellular migration and proliferation in many developmental and pathological settings (Döring et al., 2014).

We evaluated CXCR7 requirement for GATA6-mediated cellular motility*.* We tested the effect of VUF11207, a specific CXCR7 agonist that induces recruitment of the cytosolic scaffolding protein β-arrestin, followed by its internalization and downstream pathway activation (Wijtmans et al., 2012). Thus, whereas supplementing wild-type OFT explants with 100 nM VUF11207 had no effect (Fig. S5A,A′,B,B′,D), supplementing with 1 µM VUF11207 led to a significant dose-dependent decline in migration, defined as the furthest distance migrated (Fig. S5A,A′,C,Cʹ,D). In contrast, a dose-dependent increase was found with 1 µM of VUF11207 for the invasion parameter, defined as the furthest distance invaded, relative to that seen in the control (Fig. S5A″,C″,D), whereas supplementing with 100 nM VUF11207 had no effect (Fig. S5A″,B″,D). However, providing the explants with either 100 nM or 1 µM of the agonist did not result in any proliferative changes (Fig. S5D).

Next, consistent with our pilot experiment, supplementing control explants with 1 µM VUF11207 resulted in decreased migration (Fig. 6A,A′,C) and increased invasion (Fig. 6A,A″,C), confirming that migratory processes taking place in endocardial cushion development are regulated by CXCR7. However, *Gata6^STOP/+^* explants did not respond to 1 µM VUF11207 supplementation (Fig. 6B,B″,C), suggesting that migration and invasion mediated by CXCR7 are dependent on *Gata6*. No effects on proliferation were observed in either *Gata6^STOP/+^* or littermate control explants (Fig. 6C).

**Fig. 6.**
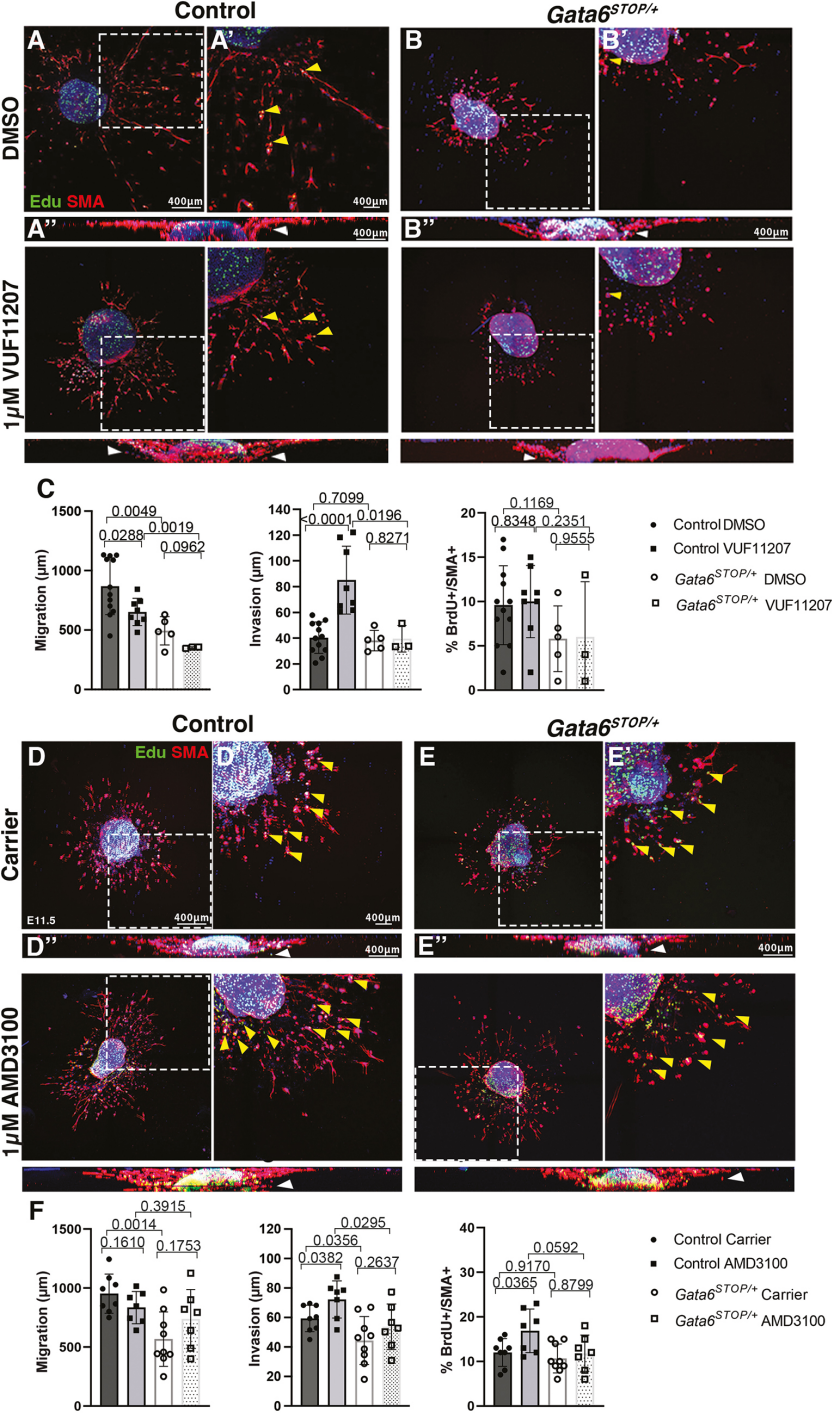
**CXCR7 mediates GATA6 regulation of mesenchymal cell migration.** (A,B,D,E) E11.5 control and *Gata6^STOP/+^* explants supplemented with 1 μM VUF11207 (A,B) or 1 μM AMD3100 (D,E). (A′,B′,Dʹ,Eʹ) Magnification of the boxed areas in A,B,D,E of the body of the explant and outwardly migrating mesenchymal cells. (A″,B″,D″,E″) Two-dimensional orthogonal views of the explants showing mesenchymal cell invasion into the collagen gel. White arrowheads indicate invading cells. Proliferating cells (green) are indicated by yellow arrowheads. α-SMA demarcates the mesenchyme (red). Nuclear counterstaining with DAPI is shown (blue). (C,F) Quantification of mesenchymal migration, invasion and proliferation following treatment with 1 μM VUF11207 (C) or 1 μM AMD3100 (F). Data are represented as mean±s.d. *P*-values were obtained by unpaired two-tailed Student's *t*-test. For C, *n*=12 control DMSO, 8 control VUF11207, 5 *Gata6^STOP/+^* DMSO, 3 *Gata6^STOP/+^* VUF11207. For F, *n*=8 control carrier, 7 control AMD3100, 9 *Gata6^STOP/+^* carrier, 7 *Gata6^STOP/+^* AMD3100.

CXCR7 modulates CXCR4 function by sequestering CXCL12 (Boldajipour et al., 2008; Chen et al., 2022; Naumann et al., 2010). To determine whether CXCR7 modulation of CXCR4 is dependent on *Gata6*, we tested the effects of AMD3100, a dual-function chemical compound known to simultaneously antagonize CXCR4 (Debnath et al., 2013) and allosterically activate CXCR7 (Kalatskaya et al., 2009). Having previously defined an optimal dose-dependent AMD3100 concentration (Ferreira Oliveira, 2020), we found that supplementing wild-type OFT explants with 1 µM AMD3100 did not affect migration (Fig. 6D,D′,F) but significantly increased invasion (Fig. 6D,D″,F) and proliferation (Fig. 6D,D′,F). This suggests that CXCR4 regulates mesenchymal cell proliferation in OFT explants, whereas CXCR7 likely regulates migration and invasion. Importantly, supplementing *Gata6^STOP/+^* OFT explants with 1 µM AMD3100 did not alter mesenchymal cell migration, invasion or proliferation relative to that in *Gata6^STOP/+^* OFT explants in the absence of AMD3100 (Fig. 6E,E″,F). Thus, *Gata6* is required for the pro-invasive effects mediated by simultaneous CXCR4 inhibition and CXCR7 activation via AMD3100, but not for pro-proliferative effects.

## DISCUSSION

In this study, we show that *Gata6* haploinsufficiency results in highly penetrant BAV and characterize the phenotype to OFT alignment anomalies, including a membranous VSD, a common component of congenital heart disease in humans. We elucidate the deficient cellular differentiation and proliferation mechanisms associated with congenital heart defects in *Gata6^STOP/+^* mice. We find a requirement for functional hierarchy between GATA6 and CXCR7 in mesenchymal cell migration and invasion in endocardial cushion development.

The failure to elongate the OFT likely underlies the ventricular-arterial alignment defects observed in *Gata6^STOP/+^* embryos. The OFT length in *Gata6^STOP/+^* embryos may be insufficient for normal ventricular septal alignment and atrioventricular canal endocardial cushion fusion (Gittenberger-de Groot et al., 2014). Normally, SHF progenitors are added progressively to the arterial pole, which subsequently becomes incorporated into the ventricular outlets at the base of the great arteries (Rochais et al., 2009). Deficient SHF deployment is the primary cause of septal defects at the ventricular-arterial connection with the OFT (Gittenberger-de Groot et al., 2014). The delayed differentiation of ISL1-positive progenitors and decreased proliferation of distal OFT endocardial/myocardial lineages observed in *Gata6^STOP/+^* mice are consistent with dysregulation in SHF-derived progenitors.

A cell-autonomous GATA6 requirement in the SHF is further supported by conditional *Gata6* inactivation, which reproduces the *Gata6^STOP/+^* mutant phenotypes. Moreover, interactions between the SHF and cNCCs are crucial for normal OFT development, and perturbed SHF signaling indirectly impacts cNCC distribution in the endocardial cushions (Ward et al., 2005), causing mispatterning of the aortic valve leaflets (Waldo et al., 2005). GATA6 is also required cell-autonomously in post-migratory cNCCs for *Sema3c* expression, smooth muscle differentiation and aortic arch artery patterning (Lepore et al., 2005). Medial arterial defects have been previously linked to BAV aortopathy (Yassine et al., 2017), and aortic structural integrity is likely compromised in the adult *Gata6^STOP/+^* mice with BAV, based on our spectral Doppler echocardiography experiments revealing retrograde flow (ascending and descending) and severe aortic regurgitation.

Cell movement and invasion are necessary for organogenesis (Aman and Piotrowski, 2010). GATA factors control processes that repress epithelial characteristics and confer migratory capabilities to epithelial cells involved in mesoderm development, neural crest formation and wound healing (Campbell et al., 2011). Consistent with this, our transcriptional profiling suggests that pro-migratory and invasive processes are globally impaired in *Gata6^STOP/+^* OFT development. These pathways principally involve canonical cell guidance molecules and receptors, including semaphorins, ephrins and netrins, and oncogenic pathways such as ERBB3 and NTRK. 

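Across 65 listed guidance ligands and receptors, the median log_2_ fold change between *Gata6 STOP/+* and control pools was −0.0014, with 31 genes higher and 34 lower (camera adjusted *P*-value=0.981). The median changed with the pools included, from −0.05 without *Gata6 STOP/+* replicate 1 to 0.04 without *Gata6 STOP/+* replicate 3, where the camera adjusted *P*-value was 0.0496, and it was 0.03 without control replicate 4. It stayed within 0.01 of 0 without any of the other pools, with a change of sign, to 0.00025, without *Gata6 STOP/+* replicate 4.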

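Among Reactome sets, the semaphorin set (61 listed genes) had a median log_2_ fold change of −0.0011 between *Gata6 STOP/+* and control OFTs, with 30 genes higher. The ephrin set had a median near 0 as well, with 34 of 69 genes higher. For the netrin set, 25 of 38 genes were higher and the median was 0.03 (camera adjusted *P*-value=0.256). For the ROBO receptor set, 6 of 20 genes were higher and the median was −0.04 (camera adjusted *P*-value=0.223). The *P*-values of the Reactome sets were adjusted over the 14 sets tested. A median over a whole set does not describe the single genes that the paper called.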

Mis-regulation of these pathways has been associated with developmental patterning defects and congenital heart disease (Claro and Ferro, 2020; Erickson et al., 1997; Hang et al., 2021; Mommersteeg et al., 2015).

We focused on *Cxcr7* as potentially acting downstream of GATA6. CXCR7 is a decoy receptor for CXCL12–CXCR4 signaling with broad effects on chemotaxis, cell proliferation and migration (Chédotal et al., 2005; Shi et al., 2020). Moreover, this chemokine pathway plays key role(s) in aortic valve development (Ivins et al., 2015; Ridge et al., 2021; Sierro et al., 2007; Yu et al., 2011) and its disruption recapitulates *Gata6^STOP/+^* phenotypes (Duval et al., 2022; Ivins et al., 2015; Sierro et al., 2007; Yu et al., 2011). As expected, we found that agonist-mediated activation of CXCR7 inhibited migration and increased invasion, likely by blocking the pro-migratory effects of CXCL12–CXCR4 signaling (Wijtmans et al., 2012). We also expected that blocking CXCL12 binding to CXCR4 might impair migration (Ridge et al., 2021; Yu et al., 2011) but, given that the antagonist simultaneously activated CXCR7 (Kalatskaya et al., 2009), only effects on invasion and proliferation were found. This anti-invasive and anti-proliferative response is in agreement with previous findings indicating that CXCL12–CXCR4 signaling promotes migratory processes and inhibits proliferation in the valve mesenchyme (Ridge et al., 2021). Regardless, even in the presence of highly potent CXCR7 activity modulators, no effects were found in *Gata6^STOP/+^* mutants, suggesting that GATA6 is required for CXCR7-mediated migratory or invasive processes in endocardial cushion formation. Our findings are summarized in Fig. S5E,F. Proliferation was not affected in the *Gata6^STOP/+^* explants or by the modulators of CXCR7 activity, suggesting that proliferation and migration/invasion may be independently regulated in this context. We have not found any bioinformatic evidence of GATA-binding sequences in proximity to the *Cxcr7* gene supportive of direct transcriptional regulation, suggesting that GATA6 control of *Cxcr7* could be indirect. Further research is required to understand the mechanisms by which GATA6 regulates CXCR7 and CXCL12–CXCR4 signaling during endocardial cushion formation and in congenital heart disease.

## MATERIALS AND METHODS

### Animal studies and generation of the *Gata6^STOP/+^* mouse line

Animal experiments adhered to Animal Research: Reporting of *In Vivo* Experiments (ARRIVE) guidelines and complied with ethical standards outlined in the UK Animal (Scientific Procedures) Act 1986, Royal Decree 53/2013, EU Directive 2010/63/EU and Recommendation 2007/526/EC on the protection of animals used for experimental and other scientific purposes, enacted in Spanish law under Real Decreto 1201/2005. Approval was obtained from the CNIC Animal Experimentation Ethics Committee, Complutense University of Madrid, and Community of Madrid (reference PROEX 155.7/20).

The standard knockout *Gata6^STOP^* mouse line was generated using CRISPR-Cas9 technology. We designed a specific CRISPR RNA (crRNA) using the Spanish National Biotechnology Centre (CNB)-Spanish National Research Council (CSIC) web tool Breaking-Cas (https://bioinfogp.cnb.csic.es/tools/breakingcas/) and CRISPOR-TEFOR online tool (http://crispor.gi.ucsc.edu/crispor.py). The sequences with higher specificity, fewer off-targets and higher efficiency scores were selected (Table S3). crRNA sequences were used as annealed two-part synthetic crRNA (Alt-RR CRISPR-Cas9 crRNA, 2 nmol, Integrated DNA Technologies or IDT) and trans-activating crRNA (tracrRNA; Alt-RR CRISPR-Cas9 tracrRNA, 5 nmol, IDT, 1072532) molecules, known as the Alt-R CRISPR-Cas9 system. We used the Alt-RR *Streptococcus pyogenes* Cas9 nuclease (IDT, 1081058). Single-stranded DNA templates were custom synthetic genes (Megamer single-stranded gene fragments, IDT). The complete guide RNA complex (annealed crRNA and tracrRNA) was diluted in microinjection buffer (1 mM Tris HCl, pH 7.5; 0.1 mM EDTA) and incubated with Cas9 protein to obtain active ribonucleoprotein complexes. The final concentrations of components in ribonucleoprotein preparations were 0.15-0.61 pmol/μl of crRNA and tracrRNA, 20-30 ng/μl of Cas9 protein and 10 ng/μl of single-stranded oligodeoxynucleotides (Table S3). The final injection mixes were passed through centrifugal filter units (UFC30VV25, EMD Millipore) and spun at 21,000 ***g*** for 5 min at room temperature. Reagents were microinjected into one-cell fertilized C57BL/6 mouse embryos (Harms et al., 2014). Pups were screened for the targeted mutations using external primers by PCR (Table S3). Sanger sequencing was performed to confirm target gene editing. The selected founder was backcrossed to the C57BL/6 background.

Other mouse strains used in this study are as follows: *Gata6^flox^* (Sodhi et al., 2006), *Tie2^Cre^* (Kisanuki et al., 2001), *Nkx2.5^Cre^* (Stanley et al., 2002) and *Mef2c^Cre^* (Verzi et al., 2005).

### Tissue processing for histological procedures

For histological procedures, whole embryos or torsos were fixed in 4% paraformaldehyde (PFA, Electron Microscopy Sciences, 50980487) overnight at 4°C. Paraffin-embedded embryos/torsos were cut into 7 μm sections using a HistoCore AUTOCUT rotary microtome (Leica Biosystems). Hematoxylin and Eosin staining was performed according to standard protocols.

### RNA probe synthesis and *in situ* hybridization

Antisense RNA probes were designed to be exon spanning or complementary to the 3′ untranslated region sequences. Targeted regions were amplified by PCR using 100 ng of cDNA from hearts. The PCR product was ligated to the pGEM-T easy vector (Promega, A1360) and transformed into DH5α competent *Escherichia coli* cells. Plasmid DNA was isolated from positive colonies, linearized and transcribed by T7 or Sp6 polymerase (RPOLT7-RO and RPOLSP6-RO, Roche). The RNA probes were purified and stored at −80°C. Primer sequences used for probe generation are listed in Table S3. *In situ* hybridization was performed as described previously (Kanzler et al., 1998).

### Immunohistochemistry

Paraffin-embedded 7 μm sections were citrate-unmasked and incubated overnight with the primary antibodies. For antigens that did not require amplification, fluorescent dye-conjugated secondary antibodies were directly incubated for 1 h. For signal amplification, a secondary biotin-conjugated antibody was used, and signal detection was performed using the Tyramide Signal Amplification Plus Fluorescein kit (PerkinElmer, NEL741B001KT). All antibodies used are listed in Table S3.

### Whole-mount immunofluorescence

E11.5 embryos were fixed in 4% PFA overnight at 4°C and then kept in PBS at 4°C. Tissue clearing was performed with CUBIC-1 (Susaki et al., 2014) at 37°C for 1.5 days. Embryos were incubated with primary antibody endomucin (V.7C7) (Santa Cruz Biotechnology, sc-65495) at 4°C for 3 days. Incubation with secondary antibody was performed at 4°C for 3 days. Then, incubation with CUBIC-2 (Susaki et al., 2014) was performed at room temperature overnight. Quantification of OFT length and tortuosity and 3D modeling were performed with IMARIS software. Six embryos of each genotype were studied. Statistical analyses were performed using unpaired two-tailed Student's *t*-test, and differences were considered statistically significant at *P*<0.05. Data are presented as mean±s.d.

### OFT explant assay

Collagen gels were prepared by pouring a solution of 1.5 mg/ml rat-tail collagen type I (Corning, 354236), filtered 1 N NaOH, 10× Dulbecco's modified Eagle medium (DMEM; 11430030, Gibco, Thermo Fisher Scientific) and Biopak water into four-well microculture dishes (500 μl per well). The gels were solidified inside a 37°C and 5% CO_2_ incubator for 20 min before being washed three times for 30 min with explant medium in a solution containing 1× DMEM, GlutaMAX-I CTS (A12860-01, Gibco, Thermo Fisher Scientific), 10% fetal bovine serum (F7524-1654682, Sigma-Aldrich) and a 1× solution of penicillin (10 U/ml), streptomycin (10 mg/ml; P4333, Sigma-Aldrich) and fungizone (250 µg/ml, SV30078.01, Hyclone). The gel was pre-soaked using explant medium containing the drug of interest. Drugs are listed in Table S3. The following day, OFTs were dissected from E11.5 embryos in fresh 1× DMEM, opened, placed with the endocardium side lying face down on gel and allowed to attach for 24 h at 37°C and 5% CO_2_. The next day, we added 500 μl of explant medium, containing the required drug and 1% insulin-transferrin-selenium (ITS; 51500056, Gibco, Thermo Fisher Scientific). After 3 days in culture, explants were fixed in 4% PFA and immunofluorescence was performed. Statistical analyses were performed using unpaired two-tailed Student's *t*-test. Data are presented as mean±s.d.

### Microscopy and confocal imaging

Brightfield imaging was performed using an Olympus BX51 Microscope and Olympus cellSense software. Confocal images were acquired using a Nikon A1-R confocal microscope and Zeiss LSM700 confocal microscope. Confocal data were processed using the ZEN 2012 software (black edition) and image analysis was performed using the Fiji image software. Images were processed in Adobe Photoshop Creative Suite 5.1.

### Echocardiographic recordings

LV function and wall thickness were analyzed by transthoracic echocardiography in 30-week-old male mice. Mice were mildly anesthetized by inhalation of isoflurane/oxygen (1-2%/98.75%), adjusted to obtain a target heart rate of 450±50 beats per minute, and examined with a 30 MHz transthoracic echocardiography probe. Images were obtained with a Vevo 2100 imaging system (VisualSonics). LV long-axis M-mode views were obtained as described previously (Cruz-Adalia et al., 2010). From these images, LV mass, LV systolic volume and LV diastolic volume were measured, LV systolic function was assessed by estimating the LV shortening fraction and LV ejection fraction, and the percentage of strain was assessed by measuring the percentage of ascendant aorta deformation by estimating the diameter in diastole and systole of the aortic arch (Cruz-Adalia et al., 2010). Statistical analyses were performed using unpaired two-tailed Student's *t*-test. Data are presented as mean±s.d.

### RNA-seq

RNA was isolated from E11.5 *Gata6^STOP/+^* and control OFTs. Samples were distributed in three pools of four pairs of OFT per genotype. Tissue was homogenized with a pestle mechanical homogenizer and RNA was extracted with an Arcturus PicoPure RNA Isolation kit (Thermo Fisher Scientific, KIT0214). RNA libraries were prepared using the NEBNext Ultra II Directional RNA Library Prep Kit (New England Biolabs) and sequenced in a Nextseq 2000 Illumina sequencer using a 60 bp single-end elongation protocol. Sequenced reads were checked for quality control and pre-processed using Cutadapt v1.18 (Kechin et al., 2017) to remove adapter contaminants. Resulting reads were aligned and gene expression quantified using RSEM v1.2.3 (Li and Dewey, 2011) over mouse reference GRCm38 with Ensembl genebuild. Differential gene expression was analyzed with the EdgeR R package (v3.32.1 on R 4.0.3) (Robinson et al., 2010). Genes with one count per million in at least three samples were defined as expressed and retained for later analysis. Counts were normalized by the trimmed mean of M-values (TMM) method. Differential gene expression was tested using a generalized linear model as implemented in the EdgeR package. Genes showing altered expression with an adjusted *P*-value <0.05 were considered differentially expressed. The set of differentially expressed genes was used for functional analysis with Ingenuity Pathway Analysis Software (Qiagen-IPA) (Krämer et al., 2014), where we used Benjamini–Hochberg adjusted *P*-value <0.05 for significance. GSEA was performed on the complete set of expressed genes, against the Hallmark term database. A nominal *P*-value <0.1 was used to select for significantly enriched gene sets.

### Statistical analysis

Sample sizes, statistical tests and *P*-values are specified in the corresponding figure legends and corresponding subsections of the Materials and Methods. For comparisons between two groups, mean±s.d. is represented and unpaired two-tailed Student's *t*-test was performed. For experiments comparing two groups of categorical variables, mean±s.d. per group is represented and a Fisher's exact test was performed. Differences were considered statistically significant at *P*<0.05 (Table S4). Statistical analysis and graphical representation were performed using GraphPad Prism v8.

## Supplementary Material

10.1242/DMM.050934_sup1 Supplementary information

Table S1. Lethality Table Sheet 1: *Gata6^flox/flox^Nkx2.5^Cre^*

Table S2. RNA-seq of E11.5 *Gata6^STOP/+^* OFT Sheet 1: raw and normalized gene expression, annotations and differential expression analysis results for all genes.
Sheet 2: differentially expressed (DE) genes (adj p-val<0.05), 113 total, 53 upregulated, 60 down-regulated.
Sheet 3: Panther enrichment results for the collection of 113 DE genes, against the Biological Process GO term database, diseases and functions.
Sheet 4: GSEA Hallmark gene sets with NOM p-val<0.1.

Table S3. Resources of materials and methods Sheet 1: CRISPR-Cas9 reagents.
Sheet 2: Microinjection summary
Sheet 3: Primers Genotyping
Sheet 4: Probe
Sheet 5: Antibodies
Sheet 6: Drug concentration

Table S4. Statistics Organized per Figure and Figures S.

# Supplementary material for: Deficient GATA6–CXCR7 signaling leads to bicuspid aortic valve
**Source:** Dis Model Mech. 2024 Sep 10;17(9):dmm050934. doi: 10.1242/dmm.050934
**Supplement:** Supplementary information

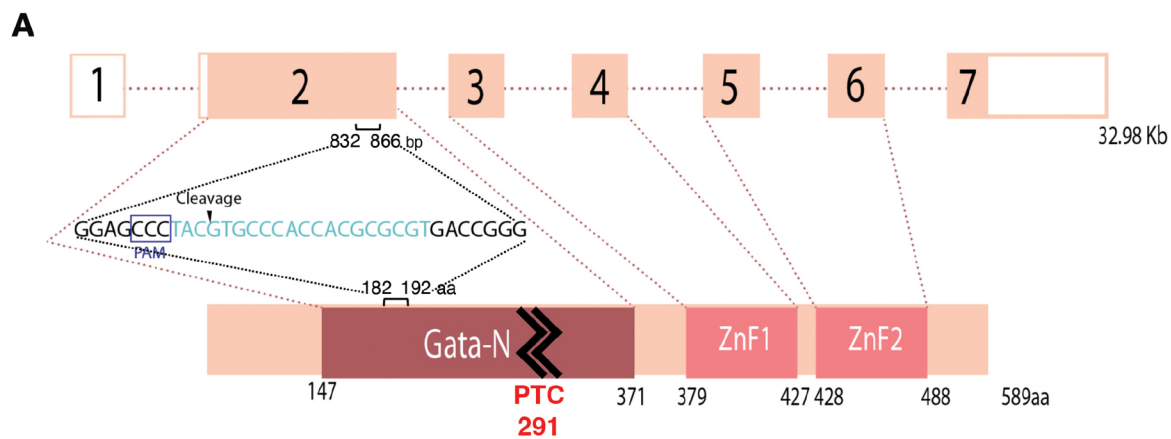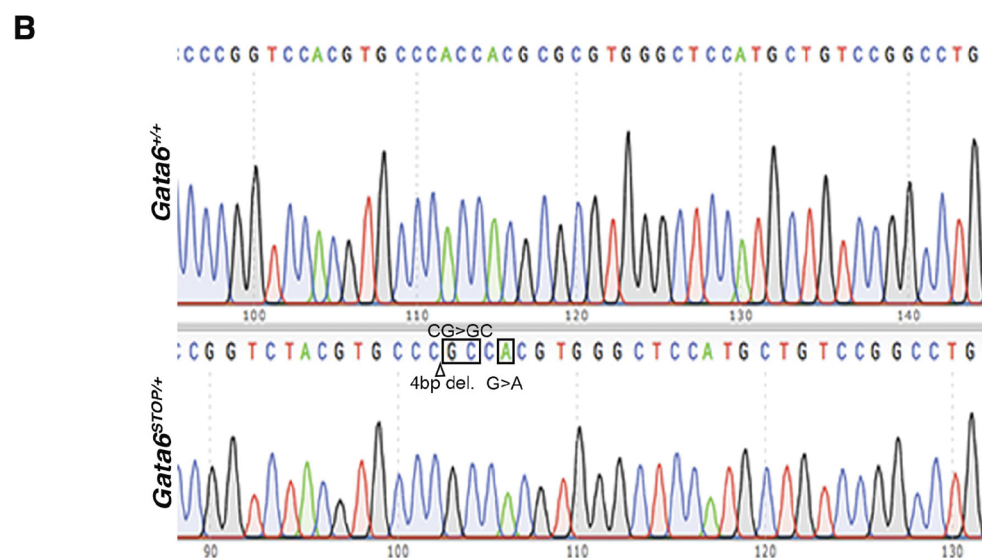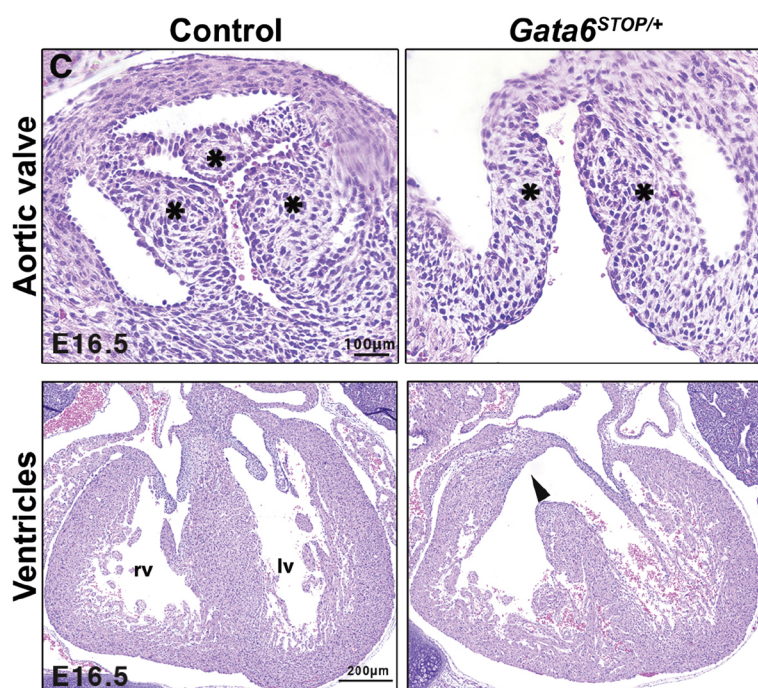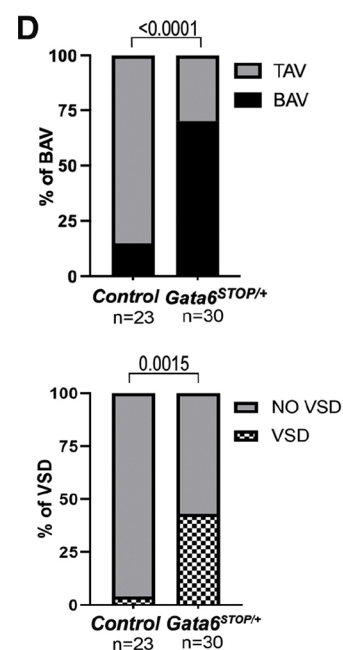

**Fig. S1. Generation of *Gata6*<sup>STOP/+</sup> mice by CRISPR-Cas9. (A)** Diagram of *Gata6* mouse gene organization and relevant protein domains (Gata-N and ZnF). The sequence of the crRNA containing the PAM site recognized by the Cas9 enzyme is shown. The frameshift mutation results in a premature termination codon (PTC) at aminoacid 291. **(B)** Sequencing of the targeted region of *Gata6*<sup>STOP/+</sup> and WT pups confirms a 4 bp deletion (from bp 849 to 852) of the cDNA (arrowhead). Also indicated are the 2 bp substitution GC>CG 853,854 (first square) and the 1 bp substitution G>A 856 (second square). Bp, base pairs. **(C)** H&E staining of E16.5 *Gata6*<sup>STOP/+</sup> and control of aortic valve and ventricle sections. **(D)** Quantification of % of BAV and VSD. Asterisks indicate the position of the leaflets. The arrowhead indicates VSD. rv, right ventricle. lv, left ventricle. p-values obtained by Fisher's Exact test. n (number of embryos)=23 control, n=30 *Gata6*<sup>STOP/+</sup> embryos.

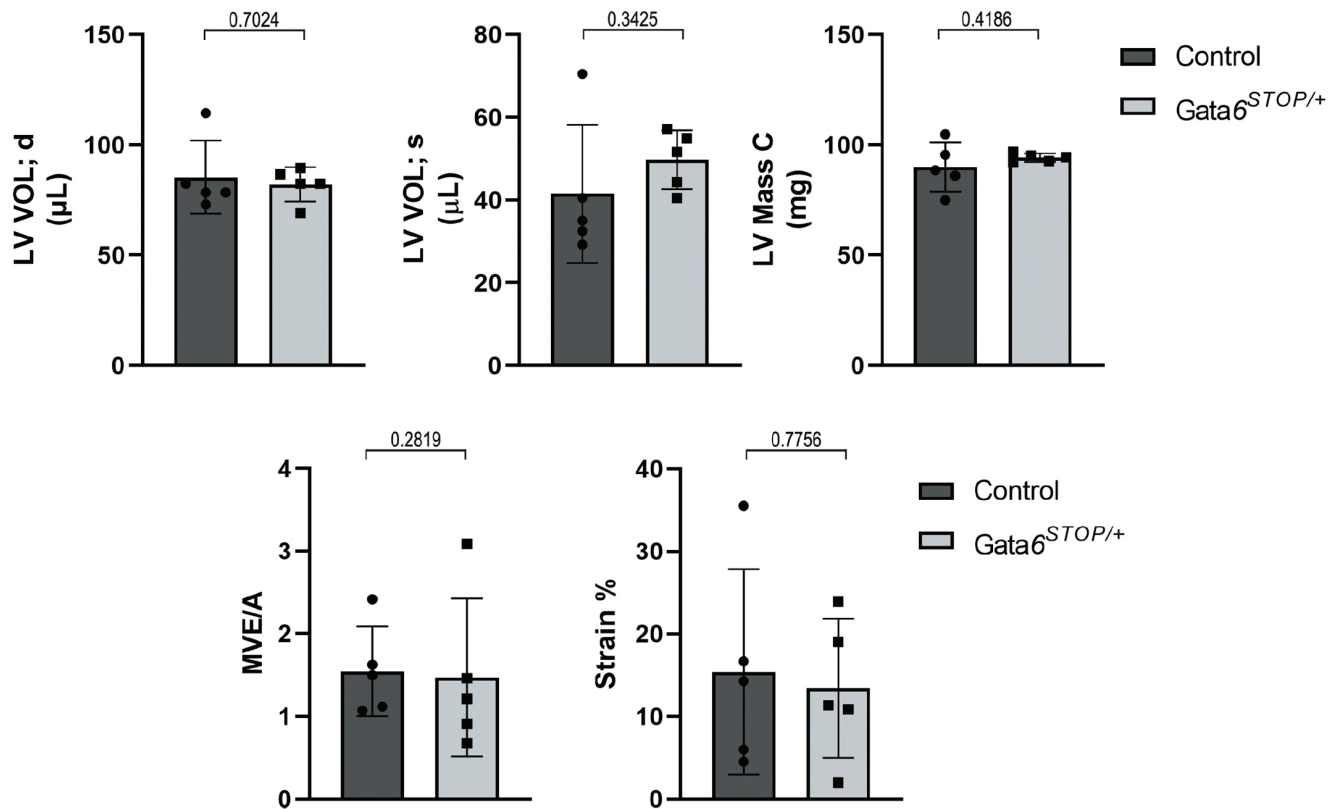

**Fig. S2. Cardiac function parameters in 30 weeks-old *Gata6*<sup>STOP/+</sup> mice.** Left ventricle diastolic volume (LV VOL; d), left ventricle systolic volume (LV VOL; s), left ventricle mass (LV Mass C) measurements. The ratio of the early (E) to late (A) ventricular filling velocities of mitral valve (MVE/A) for diastolic dysfunction. Strain %. Data are represented as means ± SD. p-values obtained by Student's t-test. n, number of mice. n=5 control, n=5 *Gata6*<sup>STOP/+</sup> mice.

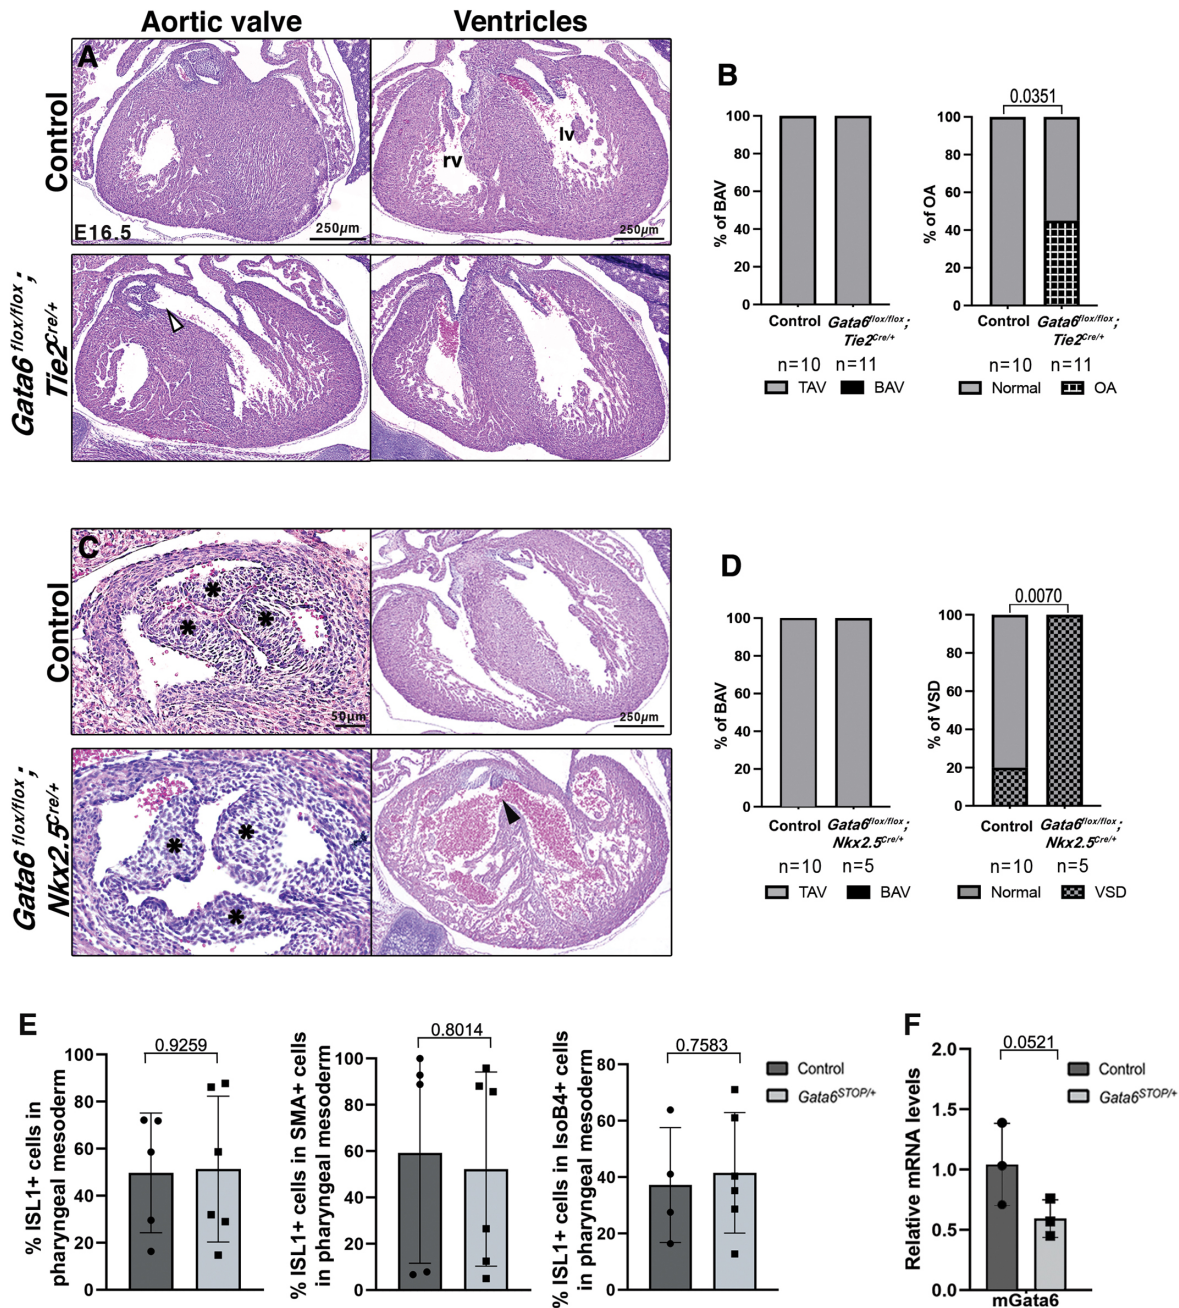

**Fig. S3. Deleting GATA6 in endocardium/endothelium or myocardium does not recapitulate the *Gata6*<sup>STOP/+</sup> phenotype.** (A) H&E staining of E16.5 *Gata6*<sup>flox/flox</sup>; *Tie2*<sup>Cre</sup> and control aortic valve and ventricle sections. The white arrowhead points to the overriding aorta (OA). rv, right ventricle. lv, left ventricle. (B) Quantification of % BAV and OA. n=10 control, n=11 *Gata6*<sup>flox/flox</sup>; *Tie2*<sup>Cre</sup> embryos. (C) H&E staining of E16.5 *Gata6*<sup>flox/flox</sup>; *Nkx2.5*<sup>Cre</sup> and control aortic valve sections and ventricle sections. (D) Quantification of % BAV and ventricular septal defect (VSD). Asterisks indicate the position of the leaflets. The arrowhead points to the VSD. p-values obtained by Fisher's Exact test. n=10 control, n=5 *Gata6*<sup>flox/flox</sup>; *Nkx2.5*<sup>Cre</sup> embryos. (E) Quantification of % ISL1+ cells in total, SMA+ and IsoB4+ cells in the pharyngeal mesoderm. Data are represented as means ± SD. p-values obtained by Student's t-test. n=5 control, n=6 *Gata6*<sup>STOP/+</sup>, number of embryos. (F) qRT-PCR analysis of *Gata6* expression (relative to *Gapdh* expression as housekeeping gene) in E11.5 *Gata6*<sup>STOP/+</sup> and control OFT. Data are represented as means ± SD. p-values obtained by Student's t-test. n=3, number of embryos.

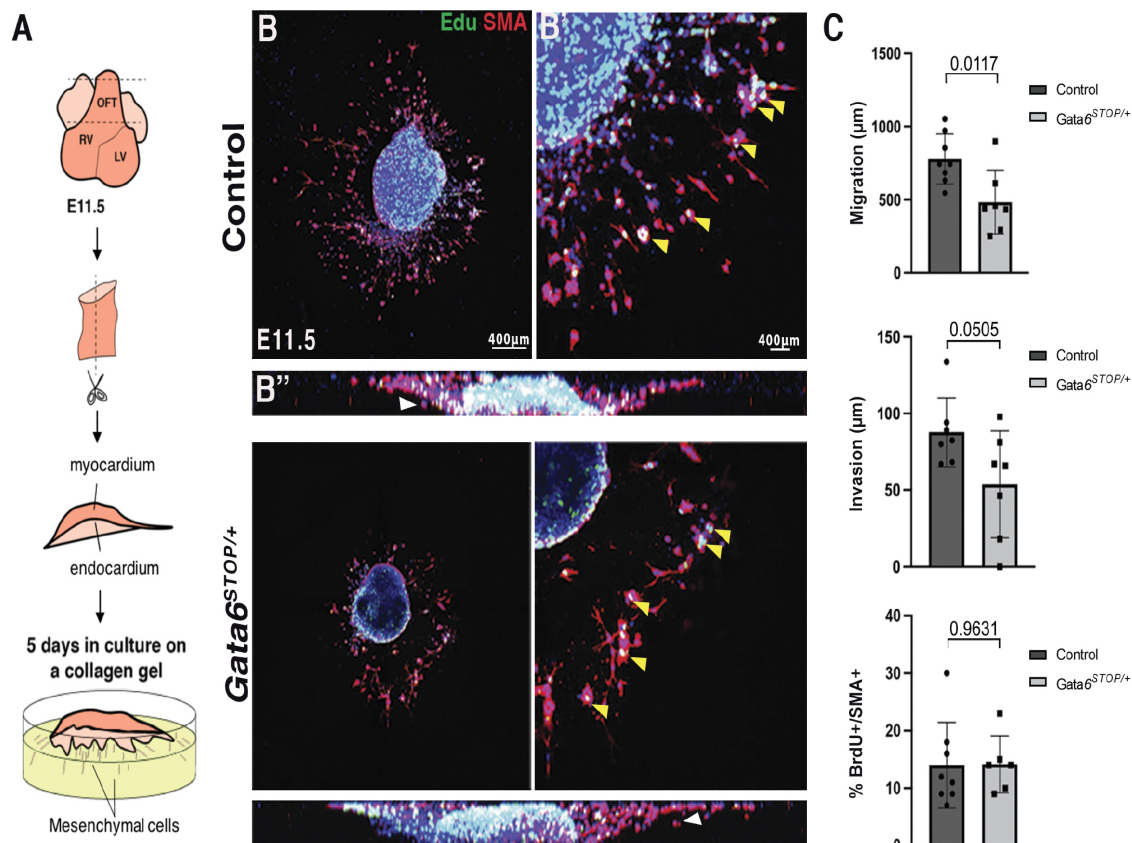

**Fig. S4. Impaired migration and invasion in E11.5 *Gata6*<sup>STOP/+</sup> OFT explants.** (A) Depiction of the explant assay. OFTs are dissected, opened longitudinally and the endocardial side is placed face down on the collagen gel, where mesenchymal cells can migrate. (B) Fluorescence immunostaining of *Gata6*<sup>STOP/+</sup> and control explants for EdU. Proliferating cells (green) are indicated by yellow arrows.  $\alpha$ -SMA demarcates the mesenchyme (red), DAPI, nuclear counterstain (blue). (B') High magnification views of boxed areas with of body of the explant and outwardly migrating mesenchymal cells. (B'') 2D orthogonal view of the explants showing mesenchymal cell invasion into the collagen gel. White arrowheads indicate invading cells. (C) Quantification of mesenchymal migration, invasion and proliferation. Data are represented as means  $\pm$  SD. p-values were obtained by Student's t-test. n=8 control, n=7 *Gata6*<sup>STOP/+</sup> OFT explants.

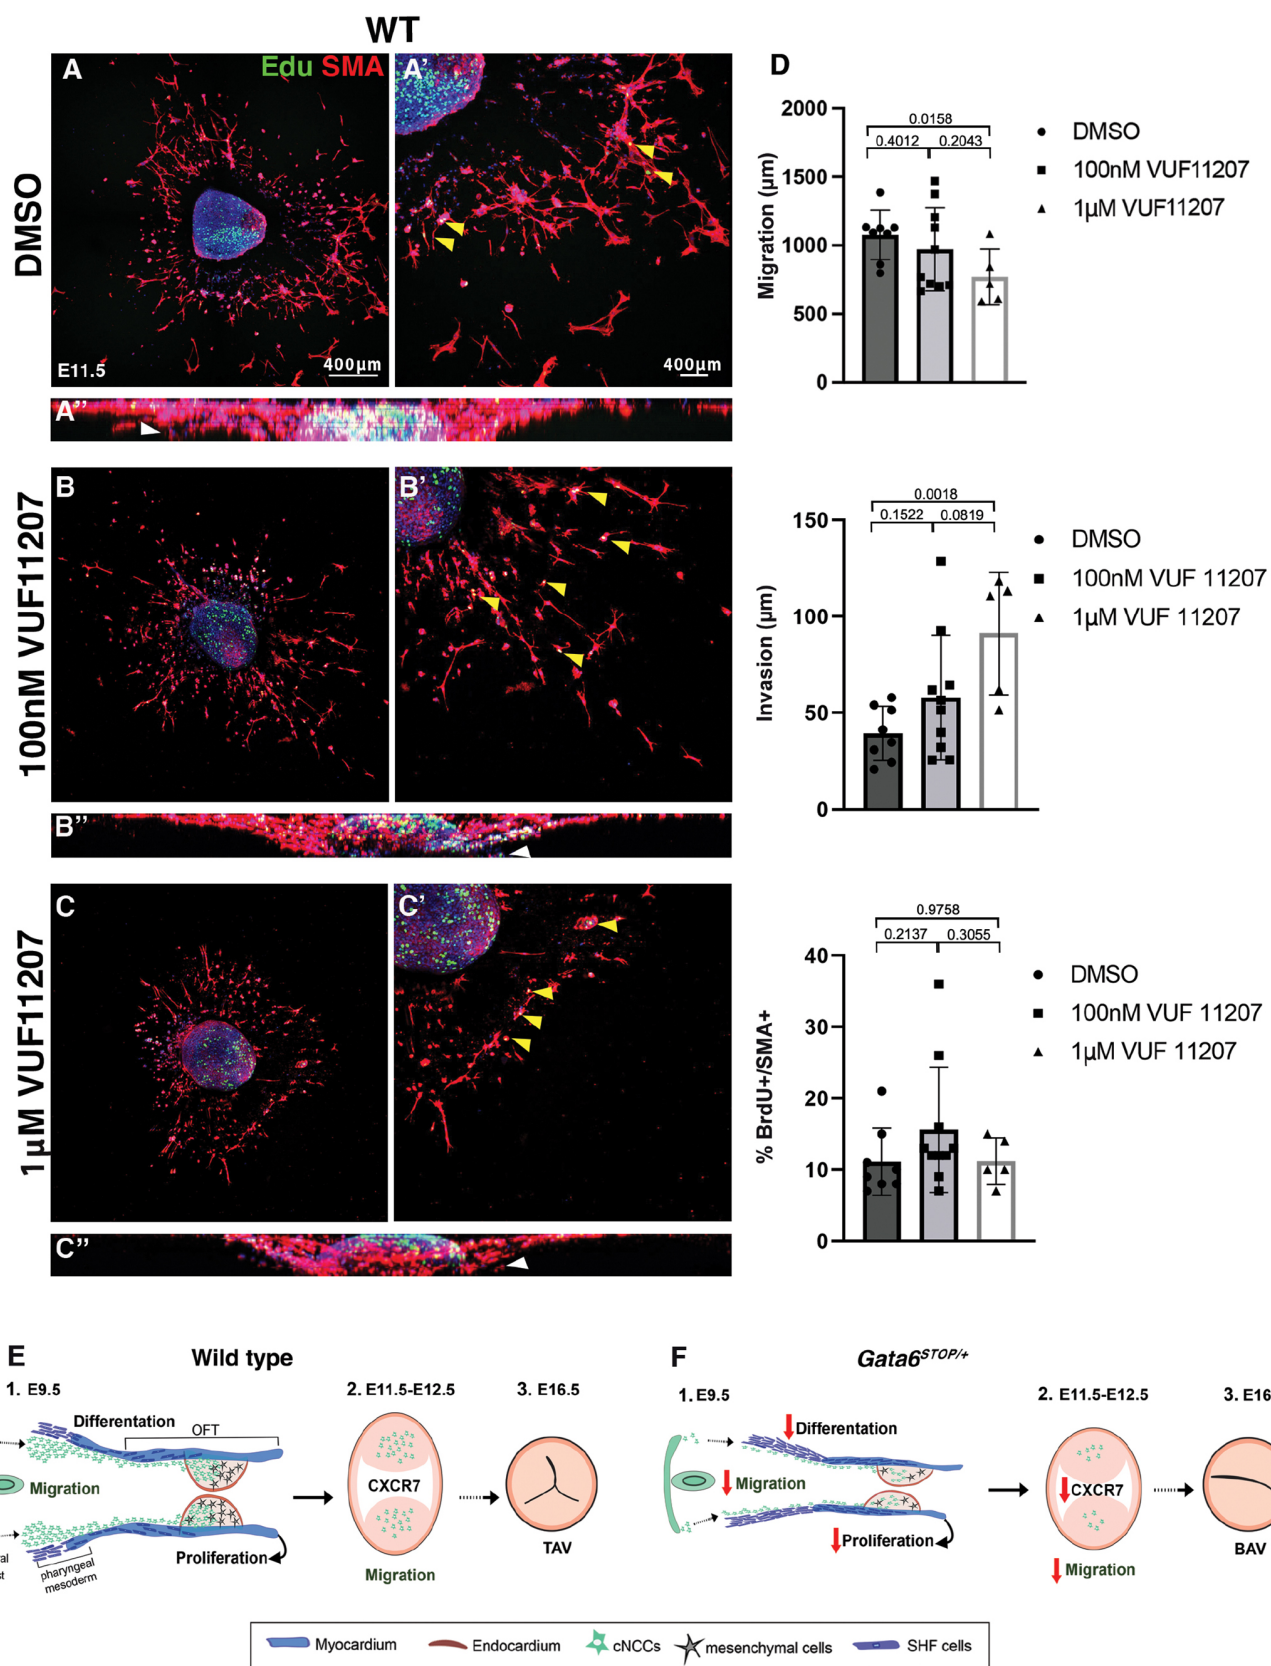

**Fig. S5. Supplementing OFT explants with a CXCR7 agonist decreases migration and increases invasion. (A-C)** Immunofluorescence staining for EdU of E11.5 WT OFT explants treated with carrier solution and indicated amounts of VUF11207. Proliferating cells (green) are indicated by yellow arrows.  $\alpha$ -SMA demarcates mesenchyme (red). DAPI, nuclear counterstain (blue). **(A'-C')** High magnification views of boxed areas with of body of the explant and outwardly migrating mesenchymal cells. Yellow arrowheads indicate proliferating cells. **(A''-C'')** 2D orthogonal view of the explants showing mesenchymal cell invasion into the collagen gel. White arrowheads indicate invading cells. **(D)** Quantification of mesenchymal migration, invasion and proliferation. Data are represented as means  $\pm$  SD. p-values were obtained by Student's t-test. n=8 WT DMSO, n=10 WT 100nM VUF11207, n=5 WT 1  $\mu$ M VUF11207, OFT explants. **(E,F)** Model for Bicuspid Aortic Valve (BAV) formation in *Gata6*<sup>STOP/+</sup> mice. **(E)** Wild type. 1. At embryonic day 9.5 (E9.5), second heart field (SHF) endocardial and myocardial progenitor cells originating from the pharyngeal mesoderm, populate the distal outflow tract (OFT). At E10.5-E12.5, cardiac neural crest cells (cNCCs)-derived mesenchyme cells migrate into the distal endocardial cushions, to ensure OFT septation and patterning of aortic and pulmonary valves. The interaction between SHF and cNCCs within the pharyngeal mesoderm is critical for orchestrating OFT development. 2. Downstream of *Gata6*, *Cxcr7* regulates the migration of mesenchymal cells essential for the growth of endocardial cushions. 3. At E16.5, the aortic valve is characterized by three symmetrical leaflets. **(F)** *Gata6*<sup>STOP/+</sup> mutant. 1. At E9.5, *Gata6*<sup>STOP/+</sup> mice SHF progenitors' differentiation and proliferation are impaired, resulting in a shorter and narrower OFT. At E12.5, the post-migratory cNCC-derived mesenchyme population is decreased, resulting in defects in OFT septation defects. 2. *Cxcr7* expression in the OFT is below normal, leading to disrupted mesenchymal cell migration and impaired growth of the endocardial cushions. 3. The resulting BAV at E16.5 may arise from impaired lengthening, and mis-patterning of the OFT.

### Table S1. Lethality Table

Sheet 1: *Gata6*<sup>flox/flox</sup>*Nkx2.5*<sup>Cre</sup>

Available for download at

<https://journals.biologists.com/dmm/article-lookup/doi/10.1242/dmm.050934#supplementary-data>

### Table S2. RNA-seq of E11.5 *Gata6*<sup>STOP/+</sup> OFT

Sheet 1: raw and normalized gene expression, annotations and differential expression analysis results for all genes.

Sheet 2: differentially expressed (DE) genes (adj p-val<0.05), 113 total, 53 up-regulated, 60 down-regulated.

Sheet 3: Panther enrichment results for the collection of 113 DE genes, against the Biological Process GO term database, diseases and functions.

Sheet 4: GSEA Hallmark gene sets with NOM p-val<0.1.

Available for download at

<https://journals.biologists.com/dmm/article-lookup/doi/10.1242/dmm.050934#supplementary-data>

### Table S3. Resources of materials and methods Sheet

1: CRISPR-Cas9 reagents.

Sheet 2: Microinjection summary

Sheet 3: Primers Genotyping

Sheet 4: Probe

Sheet 5: Antibodies

Sheet 6: Drug concentration

Available for download at

<https://journals.biologists.com/dmm/article-lookup/doi/10.1242/dmm.050934#supplementary-data>

### Table S4. Statistics

Organized per Figure and Figures S.

Available for download at

<https://journals.biologists.com/dmm/article-lookup/doi/10.1242/dmm.050934#supplementary-data>

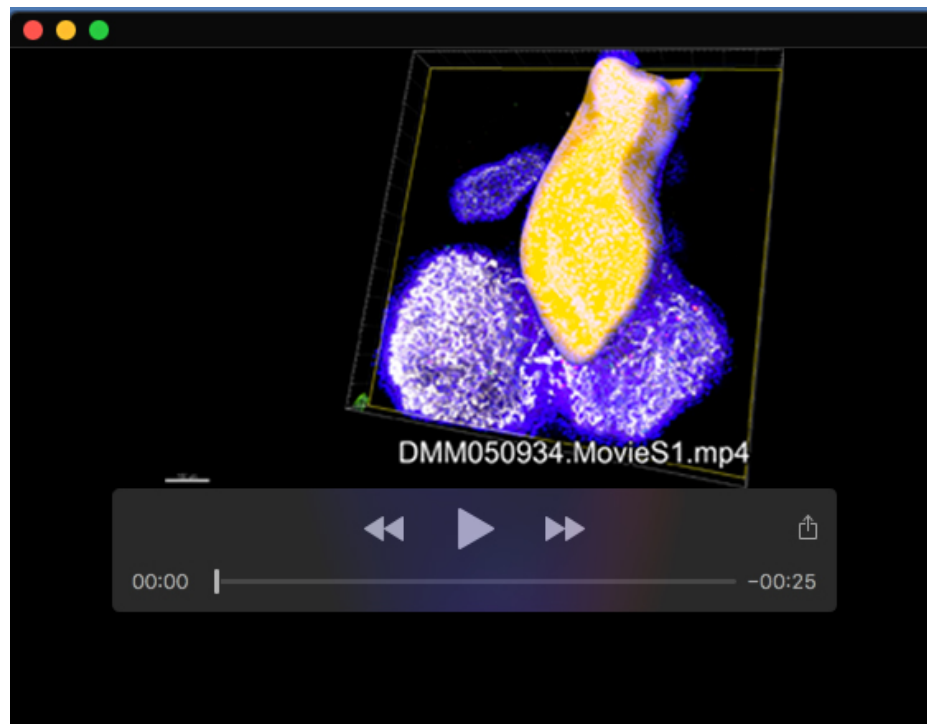

**Movie 1. 3D modeling with IMARIS of E11.5 control OFT.** Whole mount IF at E11.5 with IsoB4 for endocardium (white) and DAPI for counterstaining (related to Fig. 2A).

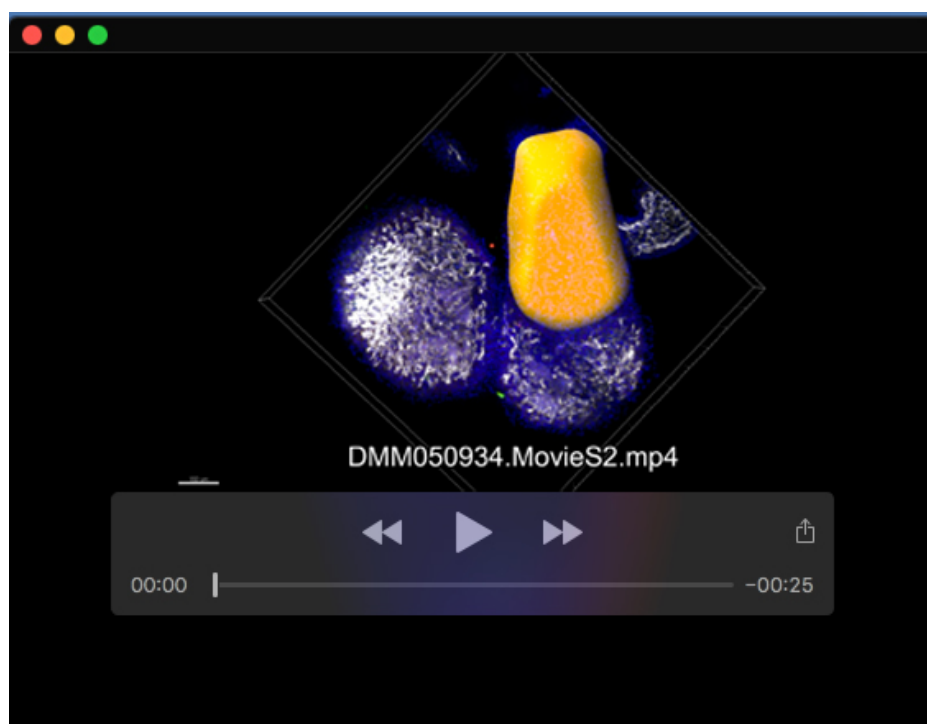

**Movie 2. 3D modeling with IMARIS of *Gata6*<sup>STOP/+</sup> OFT.** Whole mount IF at E11.5 with IsoB4 for endocardium (white) and DAPI for counterstaining (related to Fig. 2A).

How the deposited data were processed for this re-analysis (not part of the article)

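The RNA-seq experiment compared outflow tracts of *Gata6 STOP/+* and control mouse embryos at embryonic day 11.5. All 7 libraries were mapped to their genotype and replicate number from the sample labels and Table S2: 3 control pools (replicates 3, 4 and 5) and 4 *Gata6 STOP/+* pools (replicates 1, 3, 4 and 5). The authors trimmed reads with Cutadapt v1.18, quantified genes with RSEM v1.2.3 on GRCm38 with Ensembl genes, kept genes with at least 1 CPM in at least 3 samples, and normalized with the TMM method of edgeR v3.32.1. The values that the authors deposited are CPM of the TMM-adjusted library size, 1 column per pool, and no per-sample column was left unused. All 14732 listed genes met the authors' filter in the deposited values.

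The CPM values of each pool were divided by what 1 read is worth. In 4 of the 7 pools this is the smallest value above 0. In the other 3 (*Gata6 STOP/+* replicates 3 and 5 and control replicate 4), the smallest value stands for 2, 6 and 4 reads, and the step was found by dividing the smallest value by whole numbers up to 20. In every pool, 100% of the values then came out whole, and they equalled the raw reads of Table S2 for each of the 1090 genes compared. Table S2 has 14732 genes, of which the first 1090, sorted by *P*-value, were used here, so no overlap or enrichment was computed on it. The recovered depth was 17783655 to 29035529 reads on listed genes in the control pools and 24736761 to 34467710 in the *Gata6 STOP/+* pools. Since RSEM's estimates need not be whole, the whole numbers are the authors' own rounding or counting, and the text of the methods does not say which.

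Genes were tested with limma 3.58.1 (lmFit and eBayes with a mean-variance trend, R 4.3.3) on log2(CPM + 0.5), two-sided, without covariates, over all 7 pools, with Benjamini-Hochberg adjustment and a threshold of 0.05. The design assumed TMM-normalized CPM, which the values turned out to hold. Beside *Gata6* and *Ackr3* (*Cxcr7*), exact permutation tests over the 35 ways to part the 7 pools into 4 and 3 were computed with scipy 1.17.1, and 11 values were tested in this way. Each two-sided p was the smaller tail doubled. Fold changes are on the log2(CPM + 0.5) scale and can understate the change of genes with few reads. The genes named in the text are every gene that the text or Fig. 5 names for this experiment, plus *Sema3c*, *Isl1*, *Acta2*, *Cxcr4*, *Cxcl12* and *Mib1*, plus the 10 largest changes past the threshold with a mean of at least 5 CPM and no overlap between groups, of which there were 0. Of the items that the paper names, some are not reported here. This rule, the gene lists and all alternatives but that with the Y-linked covariate were set before the deposited values were read, but after the part of Table S2 used here had been read. EdgeR's likelihood ratio test had by then been run on the reads that this part gives per pool, with and without the replicate block, and the fold changes of Table S2 had been found to follow the blocked fit. The blocked settings were listed for that reason, and the gene lists were written with the called genes of Table S2 known. Genes outside the rule are named in the closing section and were chosen after their values were seen.

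Of 19 gene lists written by hand, 18 had at least 2 listed genes and were tested with camera (preset correlation 0.01). The remaining list, X inactivation, had *Xist* alone. The 9 lists for themes of the paper were G2/M and mitosis, DNA repair, p53 targets, oxidative phosphorylation, glycolysis, cholesterol synthesis, extracellular matrix and mesenchymal transition, sarcomere and contraction, and guidance ligands and receptors. The 9 others were Y-linked, mitochondrially encoded, ribosomal RNA-like, erythroid, endothelium and endocardium, smooth muscle, second heart field, neural crest and glia, and pharyngeal and foregut genes. Gene positions come from the GENCODE M21 annotation of GRCm38, in which 14716 of the listed identifiers were found. Another 14 entries have no symbol, and 11 symbols stand on more than 1 entry.

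The alternatives were other constants added before the logarithm (0.1 and 2), genes with a mean of at least 5 CPM, no filter, rescaling by median-of-ratios factors, the replicate number as a block, edgeR 4.0.16 (quasi-likelihood and likelihood ratio tests, each with and without the block) and DESeq2 1.42.0 on the recovered reads, leaving out each pool in turn, and, for gene lists, fry, an estimated correlation and Reactome sets. The mean of the Y-linked genes as a covariate was added after the values were seen. The limma and edgeR fits, each with and without the block, and DESeq2 were tested on simulated reads for 14732 genes, of which 200 were changed. The other alternatives were not tested in this way. Limma without the block called 184 of the changed genes and 14 unchanged ones, and 0 when no gene was changed. It called 76.9% of the genes changed by 0.5 on the log2 scale and 98.5% of those changed by 1. All changed genes had a mean of at least 5 CPM, and 65, 67 and 68 of them were changed by 0.5, 1 and 2. These rates hold for that mix of changes and do not measure the power in the real pools. The simulated reads carried the dispersions estimated from these pools. Without the block, the likelihood ratio test called 186 of the changed genes and 48 unchanged ones, and 9 when no gene was changed. With the block, it called 187 of the changed genes and 55 unchanged ones, and 26 when no gene was changed. The Hallmark sets and Ingenuity Pathway Analysis were not used here, and the explant, histology, qPCR and imaging experiments were not analysed here.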

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

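The rule that picked these results, and both tests of their source, were chosen after the values were seen. Genes were searched for which all pools of one genotype had at most 3 reads and all pools of the other had more. The search gave 2 genes, both processed pseudogenes (copies of an mRNA inserted elsewhere in the genome) and both among the genes that Table S2 calls, though the text of the paper does not discuss them. *Ube2n-ps1* (ENSMUSG00000106831, chromosome 5, 76232612 to 76233070) had 0 reads in each of the 3 control pools and 51, 288, 71 and 136 reads in *Gata6 STOP/+* replicates 1, 3, 4 and 5, a mean of 4.77 CPM there, at least 28.4-fold higher than what 3 reads are worth in the shallowest control pool (0.168 CPM). *Rpl6l* (ENSMUSG00000091086, chromosome 10, 111125851 to 111126721) had 1, 0 and 0 reads in control replicates 3, 4 and 5 and 16, 161, 33 and 60 reads in the *Gata6 STOP/+* pools, a mean of 2.37 CPM, at least 14.1-fold higher. By the same rule, 3 of the 35 ways to part the pools into 4 and 3, the real one included, gave at least as many genes, so the number of such genes is not larger than regrouping the pools can give.

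Reads of the parent genes assigned to the copies, in proportion to the parents' RNA, were argued against by the parents themselves. *Ube2n* had a log2 fold change of 0.020 and *Rpl6* of −0.060, and all control pools, with 137 to 146 CPM of *Ube2n*, had no read on the copy. A general rise of processed pseudogenes was argued against by all 235 listed ones, whose median log2 fold change was −0.0035, at percentile 48.65 of random gene lists matched on expression. A strain variant carried into the *Gata6 STOP/+* line, either at the copies or in the parents, stays open. So does an effect of *Gata6*. Neither was tested. *Gata6 STOP/+* replicate 3 was the highest pool for both genes.

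Of 52 results tested for a single *Gata6 STOP/+* pool far from the others, 0 were past Dixon's critical value for 4 samples, where 2.6 are expected by chance. Groups of 3 were not tested in this way.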

How the results depend on the processing

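The number of genes with an adjusted p under 0.05 was 0 with limma and stayed 0 with the constant 2 (1192 unadjusted), with genes of at least 5 CPM (896 unadjusted), with median-of-ratios factors (1186 unadjusted) and with edgeR's quasi-likelihood test. Dropping the filter removed no gene and tests nothing. It was 1 with the constant 0.1, 105 with edgeR's likelihood ratio test, and 88 with DESeq2 (46 higher, 42 lower). It was 6 with the Y-linked covariate, an alternative chosen after the values were seen. Across the 7 fits that each left out a pool it ran from 0 to 13, the latter without control replicate 4 (2 higher, 11 lower). In simulated data the likelihood ratio test and DESeq2 called 48 and 40 unchanged genes against 14 by limma, and the cause of the difference between tests in the real pools was not tested further.

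Same-numbered pools did not vary together, though this cannot show whether they shared a litter or a batch. Across 11627 genes, the deviations of same-numbered pools from their group means had correlations of −0.046 (replicate 3), −0.27 (4) and −0.017 (5). With the replicate number as a block, limma called 14 genes (10 higher, 4 lower), edgeR's quasi-likelihood test 13 (8 and 5) and its likelihood ratio test 118 (58 and 60). In simulated data with no gene changed, the same blocked fits called 5, 5 and 26 genes. In the last of these fits, *Gata6* had a log2 fold change of −0.42 (adjusted p = 0.0164, of a range of 0.0164 to 0.735 over its 19 alternatives) and *Ackr3* of −0.34 (adjusted p = 0.0190, of a range of 0.0190 to 0.679). With no other alternative did either gene have an adjusted p under 0.05, and their log2 fold changes stayed between −0.53 and −0.27 and between −0.37 and −0.24. Since *Gata6 STOP/+* replicate 1 has no same-numbered control, the block takes it out of the comparison, and the blocked limma values equal those without that pool: −0.071 for extracellular matrix and mesenchymal transition genes (camera adjusted p = 0.00066, of a range of 0.000658 to 0.904 over its alternatives), 0.027 for sarcomere genes, a reversal, −0.084 for *Cxcl12*, a reversal, and 0.050 for *Ndor1* (ENSMUSG00000006471), a reversal. Under the block, edgeR's likelihood ratio and quasi-likelihood tests gave −0.084 for *Cxcl12* and 0.052 for *Ndor1*.

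The *Ndor1* entry, at −0.0016, was also reversed by edgeR's quasi-likelihood and likelihood ratio tests (0.0053 each) and by DESeq2 (0.0058), all within its standard error of 0.106. Of 536 values of the 30 other named genes under the alternatives, 464 kept direction and side of the threshold, 57 passed it newly, 0 lost it and 15 were reversed, the latter all of *Cxcl12* or this *Ndor1* entry. The likelihood ratio test called 17 of these genes, or 18 with the block, DESeq2 14, and limma and the quasi-likelihood test with the block 3 each.

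Of the 18 gene lists, 9 passed with camera and 8 to 13 with a pool left out, but 0 with fry (4 unadjusted) and 0 with the correlation estimated (3 unadjusted). Oxidative phosphorylation, at −0.129, lost its call under both. The preset correlation of 0.01 is what these tests replace. Reactome sets changed the sign of DNA repair (0.0038, camera adjusted p = 0.88), G2/M (−0.0018, 0.88) and extracellular matrix (0.0021, 0.83), all near 0, and the cause was not tested. They kept the direction of oxidative phosphorylation (−0.117, 14 of 95 genes higher, camera adjusted p = 3.0e-08, of a range of 3.04e-23 to 0.457 over its alternatives), glycolysis (−0.086), sarcomere genes (−0.046), p53 targets (−0.038) and cholesterol synthesis (−0.034). Leaving out 1 pool gave −0.013 to 0.0063 for DNA repair, −0.013 to 0.058 for G2/M, −0.062 to −0.022 for cholesterol synthesis, −0.071 to 0.040 for extracellular matrix, −0.125 to −0.00024 for glycolysis, −0.050 to 0.037 for guidance genes, −0.177 to −0.063 for oxidative phosphorylation, −0.035 to 0.028 for p53 targets and −0.127 to 0.027 for sarcomere genes. It gave −0.084 to 0.141 for *Cxcl12* and −0.075 to 0.051 for *Ndor1*. Depth limits the genes with few reads: 1 read is worth 0.056 CPM in control replicate 5, the shallowest pool, and the floor of 3 reads 0.168 CPM.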

Differences from the paper's values

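The paper reports 113 differentially expressed genes, 53 higher and 60 lower in *Gata6 STOP/+* OFTs, where limma gave 0, 0 and 0, with 1187 at an unadjusted p under 0.05. Of the alternatives set before the deposited values were read, edgeR's likelihood ratio test without a replicate block (105, with 52 and 53), the same test with the replicate number as a block (118, with 58 and 60) and DESeq2 (88, with 46 and 42) came within 1.5 times of the paper's numbers, and the others did not. The paper's methods name a generalized linear model in edgeR, and their text does not mention a block. The likelihood ratio test had been run with and without the block on the reads of Table S2 before these alternatives were set, and the blocked form was listed because it followed the fold changes of that table, so the closeness of either to the paper is no blind result.

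For *Gata6*, the paper gives an adjusted p of 0.022647 and limma gave 0.389. For *Cxcr7* (*Ackr3*), the paper gives 0.0196 and limma gave 0.351. For both, edgeR's likelihood ratio test with the replicate block came close to the paper's value, at 0.0164 and 0.0190, and none of the other alternatives set before the deposited values were read did. Over all alternatives the adjusted p ranged from 0.0164 to 0.735 for *Gata6* and from 0.0190 to 0.679 for *Ackr3*. Over the part of Table S2 used here, log2 fold changes from that blocked fit had a correlation across genes, which are not independent, of 0.9995 with those of Table S2 and a median absolute difference of 6.5e-05, against 0.853 and 0.0722 with limma.

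In Table S2, the paper's log2 fold change of *Anxa8* is 1.27112, against 0.88 here. The edgeR tests, with and without the block, and DESeq2 came within the replicate error of it, and the other alternatives set before the deposited values were read did not. For *Pitx1*, the paper's value is 1.52951, against 1.07 here. The constant 0.1, the edgeR tests with and without the block and DESeq2 came within the error, and the others did not. For the *Ndor1* entry ENSMUSG00000115018, the paper's value is −3.90671, against −0.92 here. Of the alternatives set before the deposited values were read, edgeR's likelihood ratio (−4.16) and quasi-likelihood (−2.41) tests with the block came within the error, and the others did not. For *Anxa8* and *Pitx1*, genes with few reads, the tests on reads gave larger values than the log2(CPM + 0.5) scale. For the *Ndor1* entry they did not without the block (likelihood ratio test −0.528, quasi-likelihood test −0.509, DESeq2 −0.529), and limma with the block gave −1.46, so neither the tests on reads nor the block closed that difference without the other.

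The text of the paper gives 113 genes, 60 of them lower, while the part of Table S2 used here holds 114 with an adjusted p under 0.05, 61 of them lower. Of the genes the paper names under depleted categories, *Nrp2* (log2 fold change 0.39), *Ntrk2* (1.06), *Anxa8* (0.88), *Col12a1* (0.58) and *Mybpc1* (0.61) were higher in *Gata6 STOP/+* pools here. They have the same sign in Table S2 (0.334, 0.884, 1.27112, 0.472 and 0.645), and the paper's enrichment scores are for categories rather than single genes, so this is no difference in the values. Among the genes that were not called here, the likelihood ratio test called 17 of the 30 genes named beside *Gata6* and *Ackr3*, the same test with the block 18 and DESeq2 14. The paper places semaphorins, ephrins and netrins among the impaired pathways, and the medians of the Reactome sets named for them were −0.0011, −0.0014 and 0.03. A median over a whole set does not describe the single genes that the paper called, so this is no test of them. The paper lists depleted stress pathways, and the medians of DNA repair and p53 target genes were −0.02 and −0.01, neither past the threshold.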

Other observations

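Apart from the tests of the number of genes from limma, of blood and of foregut tissue, of which the last pair came from patterns seen in Table S2, the tests below were chosen after the result was seen. The 7 pools were regrouped into 4 and 3 in all 35 ways. The number of genes from limma decides nothing here, since no split can give fewer than the 0 of the real one, and 3 other splits gave at least 1 gene and up to 3. At an unadjusted p under 0.05, 3 of the 35 splits, the real one included, gave as many genes as the real one (186 to 1229 over the splits). With edgeR's likelihood ratio test without a block, 1 of the 35 splits, the real one, gave as many as 105 genes. The next highest gave 67, and the median of the others was 8.5. For the gene lists, 16 of the 35 splits gave 9 or more past the threshold with camera, with a median of 8 and up to 13, so the number of lists called is what regrouping the pools gives.

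Oxidative phosphorylation genes were lower in *Gata6 STOP/+* pools, but 10 of the 35 splits gave a camera p as small. A trend over short, abundant transcripts is a candidate explanation. The 76 cytosolic ribosomal protein genes, which share no function in respiration, had a median log2 fold change of −0.094, below all 10000 random lists matched on expression, as did the oxidative phosphorylation genes, at −0.129. The 15 mitochondrially encoded genes went the other way, with a median of 0.18 (camera adjusted p = 0.0016, 13 of 15 higher), which was 0.11 (adjusted p = 0.068) without control replicate 3 and 0.28 without control replicate 4. A change in respiration itself stays open.

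Erythroid genes were seen among the higher genes of Table S2 before the erythroid list was written. The 22 genes of the list that were neither called there nor seen there beforehand, with a median log2 fold change of 0.185, were above all 10000 matched random lists, which fits blood as a shared source. The list holds the hemoglobin genes, such as *Hbb-y* (1475 CPM in control and 1916 CPM in *Gata6 STOP/+* pools) and *Hba-a1* (748 and 856 CPM). Per pool, the means of the called and of these 22 erythroid genes moved together (Pearson r = 0.985, exact permutation p = 0.00079, and Spearman rho = 0.964, exact permutation p = 0.0028, over 7 pools; r = 0.965 without the 2 farthest pools, 1 relation tested). The amount of blood may therefore differ between pools rather than between genotypes: 19 of 35 splits gave a camera p for the erythroid list as small, and the exact permutation p of its mean was 0.514. The median over all 37 genes was 0.24 (camera adjusted p = 0.00024), 0.087 without control replicate 4 (adjusted p = 0.31), 0.10 without *Gata6 STOP/+* replicate 5 (adjusted p = 0.28), 0.41 without *Gata6 STOP/+* replicate 1 and 0.50 without control replicate 5.

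*Barx1* (3.94 and 8.83 CPM in control and *Gata6 STOP/+* pools), *Pitx1* (1.08 and 2.83 CPM) and *Foxf1*, genes of pharyngeal and foregut tissue, were higher in every *Gata6 STOP/+* pool. The list was written with these genes known from Table S2, so its camera result is not independent evidence. Of the 32 genes written for this tissue, 15 are listed, 2 of which the paper names and 3 of which another list holds. The list had a median of 0.15 (camera adjusted p = 0.00020, 12 of 15 higher), and 2 of 35 splits gave a camera p as small. A median as far from 0 came from 16 of 35 splits. More pharyngeal tissue in the *Gata6 STOP/+* dissections may contribute. The 11 genes of the list that were neither called nor seen beforehand in Table S2 had a median of 0.106, at percentile 93.5 of matched random lists, with 8 of 11 higher, which is too few genes at low levels to decide, and a change of expression within the OFT cannot be told apart from it.

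Smooth muscle genes had a median of 0.15 in *Gata6 STOP/+* pools (14 genes, 11 higher, camera adjusted p = 0.010, but 0.073 with fry), 0.10 without *Gata6 STOP/+* replicate 4. Of the 35 splits, 1, the real one, gave a camera p as small, and 2, the real one included, gave a median as far from 0. The paper reports less smooth muscle actin staining in the aorticopulmonary septum at E12.5, a later stage and part of the OFT. *Acta2* RNA at E11.5 was at 1573±127 CPM (SD, n = 3) in control and 1811±272 CPM (SD, n = 4) in *Gata6 STOP/+* pools, with a log2 fold change of 0.19 (limma adjusted p = 0.736), 0.13 without *Gata6 STOP/+* replicate 4. Second heart field genes had a median of 0.10 (15 genes, 12 higher, camera adjusted p = 0.023), 0.054 without control replicate 4 (adjusted p = 0.20) and 0.15 without control replicate 5. Their call was also lost without *Gata6 STOP/+* replicate 1 (adjusted p = 0.081) or 4 (0.053), and 7 of 35 splits gave a camera p as small. A median as far from 0 came from 9 of 35 splits. *Isl1* RNA at E11.5 had a log2 fold change of 0.47 (limma adjusted p = 0.419). Its groups overlapped, since *Gata6 STOP/+* replicate 5, at 42.3 CPM, was just below control replicate 5, at 42.4 CPM. The paper reports an increase as well, but of ISL1 protein staining in the distal OFT at an earlier stage. Neural crest and glia genes had a median of −0.14 (18 genes, 14 lower, camera adjusted p = 0.0042), −0.21 without *Gata6 STOP/+* replicate 1 and −0.22 without control replicate 4, and 4 of 35 splits gave a camera p as small. A median as far from 0 came from 11 of 35 splits. The list holds 2 genes that the paper names and was written with the called genes of Table S2 known, so it is not independent evidence. *Sema3c*, whose staining the paper reports as reduced at E12.5, had a log2 fold change of 0.15 (limma adjusted p = 0.731), 0.054 without control replicate 4 and 0.093 without *Gata6 STOP/+* replicate 1. For endothelium and endocardium genes, the median was 0.09 (23 genes, camera adjusted p = 0.098), from 0.015 without control replicate 3 to 0.155 without *Gata6 STOP/+* replicate 3 (adjusted p = 0.0049). It was 0.034 without *Gata6 STOP/+* replicate 1, 0.024 without *Gata6 STOP/+* replicate 4 and 0.055 without control replicate 5, and the adjusted p was also under 0.05 without *Gata6 STOP/+* replicate 5 (0.037) or control replicate 4 (0.0018). Smooth muscle and second heart field genes rose while neural crest genes fell. For the mean log2 value of each of these lists, and of the pharyngeal and foregut list, every *Gata6 STOP/+* pool lay on one side of every control pool. The exact permutation p was 0.0571 for each, the smallest that this form of the test allows with 3 pools against 4 (adjusted p = 0.126 over the 11 values tested in this way). For oxidative phosphorylation genes, it was 0.171. No cause of the shifts of smooth muscle, second heart field and neural crest genes was tested beyond regrouping the pools.

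Ribosomal RNA-like genes were lower in *Gata6 STOP/+* pools, with a median of −0.58 (6 genes, all lower, camera adjusted p = 5.4e-06), and 3 of 35 splits gave a camera p as small. How much ribosomal RNA was carried over in library preparation was not tested.

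The Y-linked genes had a median of 0.95 (4 genes, camera adjusted p = 0.00010), or 0.62 without control replicate 4, so the *Gata6 STOP/+* pools may hold more male embryos. The exact permutation p of their mean was 0.171, as it was for *Xist*, which was at 1.3 CPM in *Gata6 STOP/+* replicate 4 and between 157 and 662 CPM in the other pools. With 7 pools, a difference in the share of males cannot be told apart from chance differences between pools. With the Y-linked mean as a covariate, chosen after the values were seen, the number of genes past the threshold was 6.

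*Mib1*, near *Gata6* on chromosome 18 (10725548 to 10818704), had a log2 fold change of 0.104 (limma adjusted p = 0.736), 0.055 without control replicate 3. Table S3 names *Mib1* mutant mouse lines beside the *Gata6* edit. Whether the edited chromosome carries a *Mib1* change cannot be told apart from this, since a changed codon need not alter RNA levels.

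*Ednrb* and *Ntn1* were lower in every *Gata6 STOP/+* pool, but control replicate 4 stood apart, with 81.0 CPM of *Ednrb* against 22.5 and 27.8 CPM in the other control pools. Without it, the log2 fold change of *Ntn1* was −0.783 where it was −1.33 with all pools, and that of *Ednrb* was −0.58 (limma adjusted p = 0.198, of a range of 0.0156 to 0.647 over its alternatives) where it was −1.14 with all pools (limma adjusted p = 0.393). Whether control replicate 4 or the other controls are typical cannot be told apart with 3 control pools.

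Of other Reactome sets, chemokine receptors (12 genes) had a median of 0.02 and interferon gamma genes (51 genes) of 0.01, neither past the threshold.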
